# Acute glucose stimulation drives coordinated translational reprogramming in primary pancreatic islets: from global remodeling to fine-tuned insulin synthesis

**DOI:** 10.3389/fendo.2026.1834362

**Published:** 2026-06-18

**Authors:** Yiqing Wang, Chunyang Shi, Yao Liu, Wenli Feng, Ming Liu, Xiaoxi Xu

**Keywords:** insulin biosynthesis, pancreatic β cells, ribosome profiling, translational regulation, type 2 diabetes

## Abstract

**Background:**

Pancreatic beta cells must rapidly escalate protein synthesis to maintain systemic glucose homeostasis. While the transcriptional responses are well characterized, the immediate translational dynamics governing this adaptive phase remain poorly defined.

**Methods:**

We performed high-resolution ribosome profiling (Ribo-seq) on primary mouse islets under acute low-glucose (2.5 mM) and high-glucose (25 mM) conditions and integrated analysis of the differential translation, functional enrichment, translational efficiency (TE), and ribosome kinetics. The protein levels and mRNA expression were validated using Western blot and quantitative PCR (qPCR), respectively.

**Results:**

We identified extensive translational reprogramming involving 1, 680 differentially translated genes. High glucose triggered a significant upregulation of immediate early genes (e.g., *Fos* and *Nr4a1*) and a concurrent inhibition of stress-related genes (e.g., *Ddit3* and *Trib3*). On the other hand, beta cells prioritized the synthesis of cytosolic ribosomal proteins and elongation factors to expand the biosynthetic machinery. This was coordinated with a scale-up of the downstream secretory pathway (e.g., *Sec61a1*) and a metabolic realignment, characterized by the translational upregulation of mitochondrial enzymes (e.g., *Cs* and *Fh1*) despite the relative suppression of mitochondrial biogenesis genes. Furthermore, TE analysis revealed that several genes were regulated independent of their mRNA levels, such as *Rpl3* and *Atf4*. Finally, kinetic analysis suggested that high glucose affected the ribosome occupancy density and distribution on specific transcripts, such as *Ins1*.

**Conclusion:**

Our research characterizes the translatome as a dynamic regulator of the glucose response. By revealing these rapid translational nodes, we provide potential targets to restore the insulin synthetic capacity and secretory function in T2DM, offering a mechanistic framework for the development of therapies centered on preserving β-cell proteostasis.

## 1 Introduction

Type 2 diabetes mellitus (T2DM) is a globally escalating metabolic crisis, characterized by chronic hyperglycemia and a rising incidence of complications, including cardiovascular disease, nephropathy, and neuropathy, which contribute significantly to global mortality and economic burden (1). At its core, the pathophysiology of T2DM involves a combination of insulin resistance and inadequate insulin secretion from pancreatic beta cells. However, the disease is highly heterogeneous, and the clinical efficacy of the existing interventions varies considerably among patients (2). This complexity necessitates the continuous development of precision medicine-based therapeutic strategies and the acceleration of their transition from bench to bedside (1).

The ability of beta cells to sense glucose stimulation and mount a prompt, appropriate insulin secretion is fundamental to systemic glycemic control (3). While the first phase of glucose-stimulated insulin secretion (GSIS) relies on the exocytosis of stored insulin granules, the *de novo* synthesis of preproinsulin plays a more critical role in the second phase. An early transcriptomic study in glucose-stimulated Min6 cells identified differentially expressed genes (DEGs) involved in the secretory pathway, metabolism, cell signaling, and transcription (4). Notably, multiple components of the endoplasmic reticulum (ER) translocon were significantly upregulated. Given that the co-translational translocation of preproinsulin into the ER constitutes the first rate-limiting step in insulin production at the protein level, these findings highlight the importance of translational control in β-cell function. Indeed, our previous research and that of others have demonstrated that the loss of these components impairs insulin biosynthesis and disrupts systemic glucose homeostasis in mice (5–9).

Because proteins are the direct functional effectors of cellular processes, the transcriptome only partially reflects the extent of reprogramming. Recent works have begun to unravel the translational dynamics of beta cells. One research performed polysome profiling in a human β-cell line (EndoC-H1), which revealed that the mammalian target of rapamycin (mTOR) and eIF2α pathways independently upregulate the translation machinery during acute glucose stimulation (10). This mechanism facilitates the adaptation of beta cells to impending metabolic demands. Similarly, another investigation in Min6 cells found that numerous messenger RNAs (mRNAs) associated with oxidative stress exhibited altered translation rates under high glucose (11). Collectively, these studies indicate that high glucose triggers a highly dynamic and hierarchical reprogramming of the translational landscape. However, identifying the specific glucose-responsive translatome and understanding how these genes coordinate to maintain β-cell function remain a largely open question, particularly in primary islets, which more closely reflect physiological conditions.

While polysome profiling has traditionally been a classic method for assessing translation, it lacks positional information and requires substantial quantities of cells. In our study, we employed ribosome profiling (Ribo-seq) analysis in primary mouse islets. This technique captures ribosome-protected mRNA fragments (RPFs), providing a nucleotide resolution- and site-specific snapshot of dynamically translating ribosomes. This approach allows for a more precise quantification of the translational efficiency (TE) at a genome-wide scale and can uncover regulatory features—such as translational pausing and elongation kinetics—that are invisible to conventional methods (12).

By comparing the Ribo-seq landscapes under low- and high-glucose conditions, we aimed to define the glucose-responsive genes at the translational level. Our findings advance the understanding of β-cell physiology and T2DM pathogenesis, as well as the development of potential innovative therapeutic strategies.

## 2 Materials and methods

### 2.1 Mouse islet isolation

Pancreatic islets were isolated from 6- to 8-week-old male mice on a C57BL/6J background by collagenase digestion and recovered in complete RPMI 1640 medium containing 11.1 mM glucose overnight. The following day, the islets from each individual mouse were equally distributed into two glucose conditions by handpicking and were pre-incubated in glucose-free RPMI 1640 medium containing 10% fetal bovine serum for 4 h. A glucose stock solution was spiked in reaching the final concentration of either 2.5 or 25 mM and then the culture continued for another 2 h. Cycloheximide at 100 μg/ml was added to each sample at the last 15 min before collection to fix the ribosomes. The islets were then pelleted and snap-frozen in liquid nitrogen. Three biological replicates were prepared for each group. A total of 24 animals were used in three independent experiments, and islets from seven to nine mice were pooled as a biological replicate to obtain sufficient material. Overall, approximately 500–600 islets were used for each Ribo-seq library. All sequencing and downstream analyses were performed independently. All animal procedures were approved by the Laboratory Animal Management and Use Committee (IACUC) of Tianjin Medical University (approval no. TMUaMEC2025030).

### 2.2 Ribosome profiling and RNA-seq

Cell lysates were treated with RNase I to digest the RNA without ribosome protection. Monosomes were isolated by size exclusion chromatography with MicroSpin S-400 HR columns and PAGE purification. Library construction was prepared using the Multiplex Small RNA Library Prep Set for Illumina (Set1; NEB, Ipswich, MA, USA) with ribosomal RNA (rRNA) decontamination using an rRNA depletion kit (Qiagen, Hilden, Germany). Samples were subjected to Illumina sequencing using SE50 (single-end 50 nt). Clean data with high quality were generated for downstream analyses, including the removal of adapters and low-quality sequences (reads with 5′ adapter, reads without 3′ adapter or insert sequence, reads with more than 10% N, and reads with more than 30% nucleotides with *Q*_phred_ ≤ 20) (12). rRNA and transfer RNA (tRNA) reads were also filtered by aligning to SILVA and the Rfam database using Bowtie (version 1.1.2) with no mismatch allowed. Clean reads were mapped to the mouse genome using TopHat2 (2.0.12). Quantification of gene expression was performed with HTSeq (0.9.1), and RPKM (reads per kilobase of transcript per million mapped reads) values were generated for each gene.

For bulk RNA sequencing (RNA-seq), islets from the same culture conditions were subjected to RNA extraction using the Qiagen RNeasy kit. Libraries were constructed using the Fast RNA-seq Lib Prep Kit v2 (cat. RK20306; ABclonal) and sequenced on an Illumina platform using sequencing-by-synthesis. Raw reads were processed with fastp for quality control. Clean reads were aligned to the reference genome using HISAT2, and gene-level read counts were obtained with featureCounts.

### 2.3 Western blot

A parallel set of islets incubated in 2.5 or 25 mM glucose was lysed in RIPA buffer on ice for 15 min and centrifuged at 12, 000 rpm at 4°C for 15 min. The supranatants were boiled in a sample buffer containing 100 mM dithiothreitol (DTT) for 5 min. Equal amounts of protein samples were loaded onto 4%–12% NuPage gradient gels (Thermo Fisher Scientific, Waltham, MA, USA), transferred into a nitrocellulose membrane (BioTrace NT Nitrocellulose Membrane, catalog 66485; PALL, Port Washington, NY, USA), and blotted with indicated primary antibodies followed by secondary antibodies conjugated with horseradish peroxidase (HRP). The antibodies used in this study were as follows: anti-proinsulin (CCI-17) (cat. no. NB100-73013; Novus Biologicals, Centennial, CO, USA), anti-insulin B-chain (homemade), anti-β-actin (cat. no. UM4001; UTIBODY, Tianjin Youkang Biotechnology Co., Ltd., Tianjin 300192, China), anti-p-eIF2α (cat. no. 9721S; Cell Signaling Technology, Danvers, MA, USA), cFos (cat. no. 2250; Cell Signaling Technology), CHOP (cat. no. A0221; ABclonal, Woburn, MA, USA), and pS6 (cat. no. 4858; Cell Signaling Technology).

### 2.4 Bioinformatics analysis and data visualization

Differential expression analysis between the low- and high-glucose conditions was carried out using the DESeq2 R package (v1.14.1). An absolute fold change of 1.5 and a *p*-value of 0.05 were set as the thresholds for significant differential expression (|log_2_FC| > 0.58, with *p* < 0.05). These genes were subjected to functional enrichment analysis, including Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, using the clusterProfiler R package. Gene set enrichment analysis (GSEA) was also conducted against the MSigDB database to minimize threshold bias and capture subtle systemic changes.

The heatmaps for functional modules were generated using the ComplexHeatmap R package. The gene lists originated from the GSEA datasets and were supplemented manually according to curated nomenclature patterns. Per-gene log_2_FC values were visualized as right-side bar plot annotations. An enrichment map (EMAP) was generated with the emapplot function to explore the relationships between the enriched pathways, and category–gene network plots (cnetplot) were used to illustrate the relationships between specific genes and their associated biological functions.

To visualize the distribution of the RPFs along individual mRNAs with the GenomicAlignments R package, normalized reads were averaged from uniquely mapped BAM files across three biological replicates. The genomic coordinates of the coding DNA sequence (CDS) for the longest transcript of specific genes were retrieved. Nucleotide signals were reversed for genes located on the minus strand. The final ribosome occupancy profiles were visualized as overlapping area plots using the ggplot2 R package.

To elucidate the underlying mechanisms of translational regulation, TE was calculated as the ratio of the RPKM in Ribo-seq to the RPKM in RNA-seq. A nine-quadrant plot was generated by correlating the log_2_FC values accordingly. Functional enrichment for each sub-cluster was analyzed as mentioned above.

### 2.5 Statistical analysis

Significance for physiological experiments was assessed with the Student’s *t*-test and one-way ANOVA using GraphPad Prism 10 software. Data are presented as the mean ± SEM. *P*-values <0.05 were considered as statistically significant.

## 3 Results

### 3.1 Ribo-seq reveals global dynamic mRNA translational regulation under acute glucose stimulation

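Ribo-seq counts of 6 libraries are analysed here, 3 from islets in 2.5 mM glucose (low glucose) and 3 from islets in 25 mM glucose (high glucose), each kept for 2 h. In this assay RNase I removes the RNA outside ribosomes, and the mRNA fragments left inside them, the footprints, are sequenced and counted for each gene. A gene's footprint count follows both the amount of its mRNA and the number of ribosomes on each mRNA. The islets hold beta cells, other endocrine cells and some neighbouring cells, so each count is a sum over cell types. The authors mapped the reads with TopHat2 and counted them for each gene with HTSeq. Total counts ran from 9242549 to 12175699 in low glucose and from 16322162 to 20692579 in high glucose, a ratio of medians of 1.47. Libraries were scaled by edgeR's TMM factors (0.980 to 1.02), and 13100 genes with enough counts were tested with edgeR's quasi-likelihood test. Each log2 fold change (log2FC) is high against low glucose, each adjusted p is that test's Benjamini-Hochberg value over all genes tested, and CPM are edgeR's counts scaled by library size and TMM factor. Higher and lower are used for genes at an adjusted p under 0.05. On simulated counts of this depth, 36.1% of 97 genes changed by a log2FC of 0.58 were called, and 72.7% of 99 genes changed by a log2FC of 1. Far fewer genes were changed in that simulation than were called in the real libraries. The adjusted threshold was therefore harder to pass there, and these shares can understate the power in the real libraries. Gene lists for the pathways were fixed before the data were examined and include the genes that the study chose on these libraries, so a count over a list is not independent evidence for those genes.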

To identify glucose-regulated genes, primary mouse islets were incubated in RPMI 1640 medium containing either 2.5 or 25 mM glucose for 2 h and subjected to sequencing (**Figure 1A**). 

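Acute high glucose changed scaled footprint counts in both directions. Of 13100 genes tested, 1579 (12.1%) were higher in high glucose and 1333 (10.2%) were lower at an adjusted p under 0.05 from edgeR. With a fold change above 1.5 and an unadjusted p under 0.05, 875 genes were higher and 1135 were lower. Which direction held more genes at an adjusted p under 0.05 depended on the scaling. Library totals only gave 1311 higher and 1585 lower genes, and upper-quartile factors gave 1349 and 1545. Scaled counts are relative, so they cannot show a change in all footprints together. In 4913 genes (37.5%), all 3 libraries of one condition lay above all 3 of the other, where chance gives 10%. Protein-coding genes made up 12333 of the genes tested and 98.9% to 99.3% of each library's counts. The paper's table of changed genes shares 1651 genes with those tested, and every one of these had the paper's sign here, 1341 of them at an adjusted p under 0.05. The paper chose these genes on the same libraries, so the shared sign is no independent support.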

Differential expression analysis using DESeq2 identified 1, 680 genes exhibiting significantly altered translation levels under high-glucose conditions compared with low glucose (687 upregulated and 993 downregulated, defined by a fold change threshold >1.5 and *p* < 0.05) (**Figure 1B**). Data also revealed 1, 708 DEGs in bulk RNA-seq, with 600 upregulated and 1, 108 downregulated using the same criteria (**Figure 1C**).

**Figure 1:**
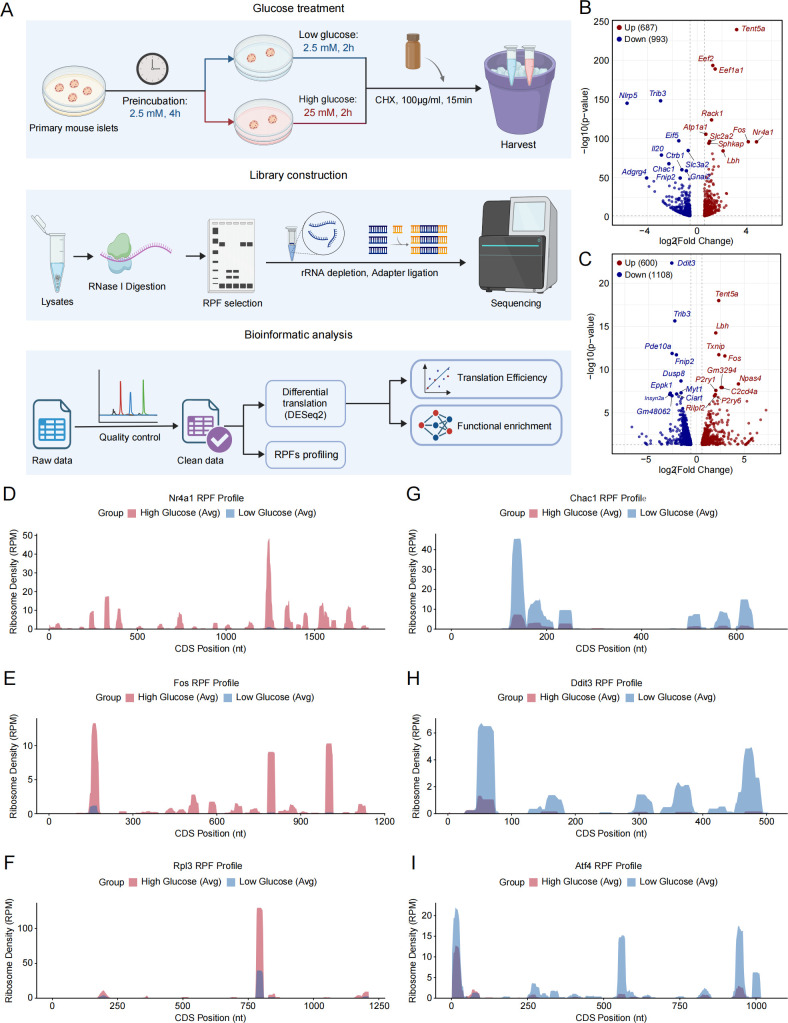
Ribosome profiling (Ribo-seq) pipeline, volcano plots, and representative ribosome-protected mRNA fragment (RPF) plots. **(A)** Illustrative diagram of the Ribo-seq process used to map the experimental design of acute high-glucose stimulation in mouse primary pancreatic islets and the bioinformatics analysis process of the sequencing results. **(B, C)** Volcano plots showing the differentially expressed genes (DEGs) at the translational level **(B)** and the transcriptional level **(C)**. Red indicates upregulation, blue indicates downregulation, and numbers represent the counts of DEGs (fold change threshold >1.5 and *p*-value <0.05). (**D**–**I**) Differential distribution curves of ribosomal relative density (in reads per million mapped reads, RPM) across the CDS position (nucleotides) of translational DEGs, which are well-known targets of glucose.

Many translational DEGs are well-known targets of glucose. 

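Among the largest rises were those of transcription factors that cells switch on within minutes to hours of a stimulus. The orphan nuclear receptor *Nr4a1* (ENSMUSG00000023034, chromosome 15) had 4.27 ± 1.68 CPM in low and 242 ± 16.2 CPM in high glucose (SD, n = 3 each; log2FC = 5.85, SE 0.16, edgeR adjusted p = 2.2e-17). The AP-1 subunit *Fos* rose from 2.01 ± 0.118 to 53.5 ± 4.13 CPM (SD, n = 3 each; log2FC = 4.73, SE 0.20, edgeR adjusted p = 7.3e-14), and the activity-regulated factor *Npas4* had a log2FC of 3.99 (SE 0.47, edgeR adjusted p = 1.2e-06). Smaller rises were seen for *Nr4a2* (log2FC = 2.66, adjusted p = 5.8e-05 from edgeR), *Fosl2* (log2FC = 2.16, adjusted p = 5.5e-07), the kinase *Sik1* (log2FC = 1.75, adjusted p = 4.9e-09), the cAMP-responsive factor *Crem* (log2FC = 1.61, adjusted p = 1.1e-07) and the insulin signalling adaptor *Irs2* (log2FC = 1.52, adjusted p = 3.1e-07). Of 37 immediate early genes tested, 18 had more footprints in high glucose, 6 had fewer and 13 did not pass the test (19 higher and 9 lower when adjusted over the list alone). As a list they had a median log2FC of 0.60 (camera adjusted p = 1.0e-13). The class did not share 1 direction, since *Ccn2* (log2FC = -1.11, edgeR adjusted p = 0.0026) and *Klf10* (log2FC = -0.71, edgeR adjusted p = 7.2e-04) fell, and *Atf3*, a stress-induced member, fell too (log2FC = -1.34, adjusted p = 0.016 from edgeR). The call of *Atf3* was lost without low-glucose replicate 1 or high-glucose replicate 3 (adjusted p 0.058 to 0.069).

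**Figure D1:**
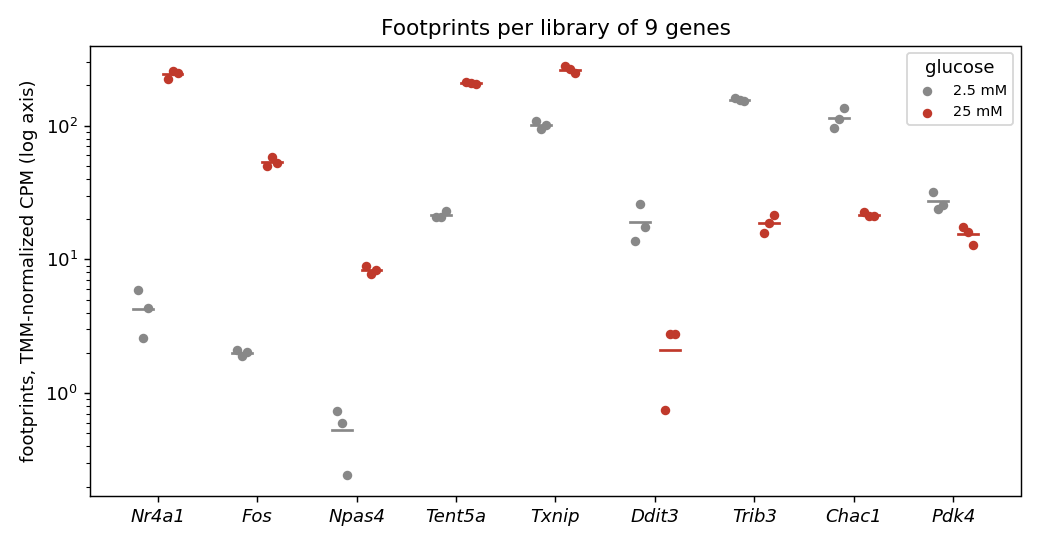
TMM-scaled CPM (log axis) of 9 glucose-responsive genes in each of the 3 low-glucose and 3 high-glucose libraries; points are libraries and bars are means. For *Nr4a1*, *Fos*, *Npas4*, *Tent5a* and *Txnip* every high-glucose library lies above every low-glucose library, and for *Ddit3*, *Trib3*, *Chac1* and *Pdk4* every one lies below.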

Most strikingly, several immediate early genes (IEGs) ranked at the top of this list, which typically function as master regulators of downstream transcriptional changes, including *Nr4a1* (log_2_FC = 4.79), *Nr4a2* (log_2_FC = 1.67), *Fos* (log_2_FC = 4.13), *Fosl2* (log_2_FC = 1.81), *Crem* (log_2_FC = 1.48), *Npas4* (log_2_FC = 2.33), *Irs2* (log_2_FC = 1.39), and *Sik1* (log_2_FC = 1.64). Conversely, the genes related to stress, apoptosis, and cell cycle arrest were downregulated, including *Trib3* (log_2_FC = −2.96), *Ddit3* (log_2_FC = −2.25), *Atf4* (log_2_FC = −1.24), and *Chac1* (log_2_FC = −2.29) (**Supplementary Table 1**). 

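Genes of the integrated stress response, the program that ATF4 and CHOP run when translation initiation is held back, fell in high glucose, and none rose. *Trib3*, a pseudokinase target of both factors, dropped from 157 ± 5.09 to 18.7 ± 2.88 CPM (SD, n = 3 each; log2FC = -3.06, SE 0.11, edgeR adjusted p = 8.6e-15). *Ddit3*, which encodes CHOP, dropped as well (log2FC = -3.17, SE 0.36, edgeR adjusted p = 9.3e-07), and the glutathione-degrading enzyme *Chac1* had 114 ± 20.0 CPM in low and 21.7 ± 0.883 CPM in high glucose (SD, n = 3 each; log2FC = -2.40, SE 0.12, edgeR adjusted p = 3.7e-12). *Atf4* itself fell by less (log2FC = -1.26, SE 0.094, edgeR adjusted p = 1.7e-09). Other members that fell were *Sesn2* (log2FC = -1.26, edgeR adjusted p = 4.0e-09), *Herpud1* (log2FC = -0.86, edgeR adjusted p = 1.2e-07) and *Slc3a2* (log2FC = -0.73, edgeR adjusted p = 2.1e-11). Of 39 genes of this program tested, none had more footprints in high glucose, 19 had fewer and 20 did not pass the test (none higher and 22 lower when adjusted over the list alone). Over these genes the median log2FC was -0.40 (camera adjusted p = 1.4e-18).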

To determine whether these translational shifts stem from an altered ribosome occupancy, we directly visualized the RPFs across these genes. Consistent with our differential analysis, a marked divergence in RPF density was observed between the low- and high-glucose conditions (**Figures 1D–I**).

### 3.2 High glucose triggers a dose-dependent translational scaling of insulin biosynthesis

Glucose responsiveness and insulin biosynthesis are the defining features of pancreatic beta cells. Our Ribo-seq data showed an increased ribosome occupancy on Ins1 and Ins2 mRNAs (log_2_FC = 0.15 and 0.34, respectively) (**Supplementary Table 2**). 

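*Ins2* takes more footprints than any other gene in these libraries, so a small log2FC moves many of them. *Ins2* (ENSMUSG00000000215, chromosome 7) took 9.29% ± 0.710 of all footprints in low glucose and 11.5% ± 0.554 in high glucose (SD, n = 3 each), with a log2FC of 0.36 after TMM scaling (SE 0.037, edgeR adjusted p = 2.2e-07), so that the log2FC here differ from the ratios of the shares. *Ins1* (ENSMUSG00000035804, chromosome 19) took 1.97% ± 0.0735 and 2.14% ± 0.0367 (SD, n = 3 each; log2FC = 0.16, SE 0.023, edgeR adjusted p = 1.5e-05). Islet amyloid polypeptide, which beta cells secrete with insulin, did not rise: *Iapp* had a log2FC of -0.093 (edgeR adjusted p = 0.023), a call lost without low-glucose replicate 2 or 3 or high-glucose replicate 1 or 2, or with DESeq2, with betaPrior = TRUE in DESeq2 or with no low-count filter (adjusted p 0.10 to 0.21). Glucagon footprints (*Gcg*) fell from 5.06% ± 0.110 to 4.14% ± 0.169 of all footprints (SD, n = 3 each; log2FC = -0.24, SE 0.021, edgeR adjusted p = 1.1e-08), and somatostatin footprints fell as well (*Sst*, log2FC = -0.42, SE 0.034, edgeR adjusted p = 6.4e-09). Of 28 markers of acinar cells, which surround the islets and can be carried along in isolation, none had more footprints in high glucose, 23 had fewer and 5 did not pass the test (none higher and 24 lower when adjusted over the list alone; camera adjusted p = 1.1e-21).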

Interestingly, we detected a prominent RPF peak mapping to the coding sequence corresponding to amino acids (AA) 56–72 of preproinsulin-1. The magnitude of this peak was significantly reduced relative to the downstream ribosome occupancy under high-glucose conditions. Similar kinetic signatures of the altered RPF distribution were also observed for several other genes encoding signal peptide-containing proteins, although the effect was less pronounced for Ins2 (**Figures 2A, B**).

**Figure 2:**
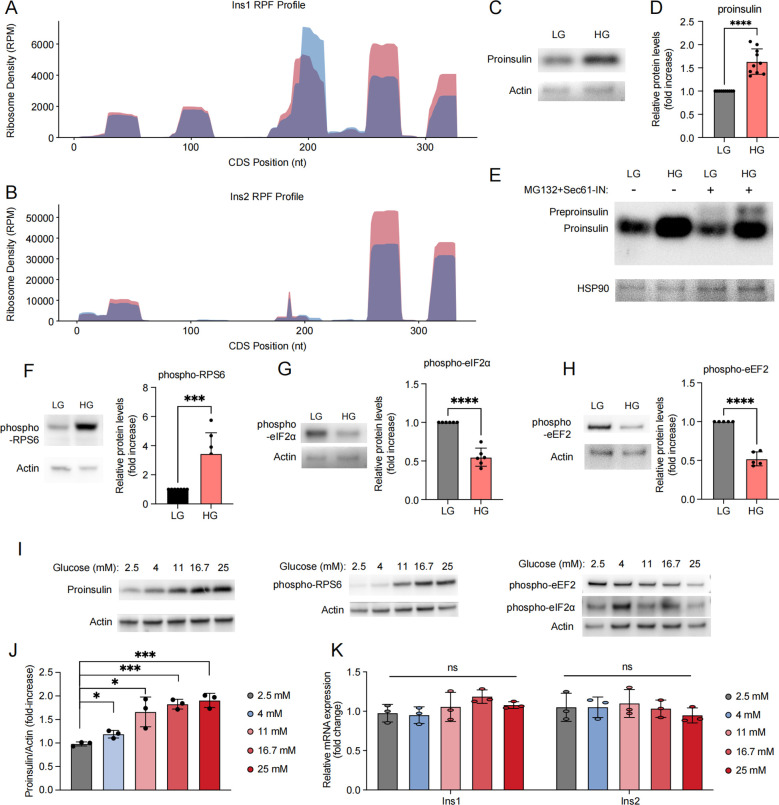
Western blot validation of proinsulin, preproinsulin, p-RPS6, p-eIF2α, and p-eEF2. **(A, B)** Differential distribution curves of ribosomal relative density (in reads per million mapped reads, RPM) across the CDS position (nucleotides) of Ins1 **(A)** and Ins2 **(B)**. **(C, D)** Western blots and quantification of proinsulin from low- and high-glucose stimulation in primary mouse islets for 2 h using actin as the loading control. Values are the mean ± SD (*n* = 10 biological replicates). **(E)** Western blots of preproinsulin and proinsulin from low- and high-glucose stimulation for 2 h, without or with the endoplasmic reticulum (ER) translocation inhibitor and proteasome inhibitor MG132 for the last 30 min using actin as the loading control. **(F–H)** Western blots and quantification of phospho-RPS6 **(F)**, phospho-eIF2α **(G)**, and phospho-eEF2 **(H)** in primary mouse islets treated with low and high glucose for 2 h. Values are the mean ± SD (n = 4-6 biological replicates). **(I)** Western blots of proinsulin, phospho-RPS6, phospho-eIF2α, and phospho-eEF2 from a broader glucose range (2.5, 4, 11, 16.7, and 25 mM) stimulation in primary mouse islets for 2 h. **(J)** Quantification of proinsulin from **(I)**. **(K)** Quantitative analysis of Ins1 and Ins2 expression via real-time quantitative PCR (RT-qPCR) in primary mouse pancreatic islets stimulated with a broad range of glucose range (2.5, 4, 11, 16.7, and 25 mM) stimulation for 2 h. *: P < 0.05; ***: P < 0.001; ****: P < 0.0001; ns: not significant.

Western blotting confirmed elevated levels of proinsulin and preproinsulin under high-glucose conditions (**Figures 2C–E**). This was accompanied by the phosphorylation of RPS6 (a marker of mTORC1 activation) and the dephosphorylation of eIF2α and eEF2 (**Figures 2F–H**). These events reflect a coordinated relief of translational “brakes” on initiation and elongation, providing a mechanistic basis for the acute phase captured in our Ribo-seq.

To ensure the biological relevance of our findings, we extended the validation across a broader glucose range (i.e., 2.5, 4, 11, 16.7, and 25 mM). We observed a dose-dependent increase in the proinsulin output and the RPS6 phosphorylation (**Figure 2I**). Notably, while the corresponding insulin mRNA levels remained remarkably stable across these concentrations as measured by real-time quantitative PCR (RT-qPCR), underscoring the predominant role of translational control in the acute glucose response (**Figures 2J, K**).

### 3.3 Translation and RNA processing pathways are significantly enriched under high glucose within a 2-h time frame

GO analysis revealed a profound impact on the translational machinery, pointing to a centralized mobilization of the networks related to cytoplasmic translation, ribosome biogenesis, and ribosome assembly (**Figure 3A**). 

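Footprints rose on several classes of the cytosolic translation machinery, among them both subunits of the ribosome. Of 32 proteins of the small subunit, 26 had more footprints in high glucose, 1 had fewer and 5 did not pass the test (27 higher and 2 lower when adjusted over the list alone). The list's median log2FC was 0.77 (camera adjusted p = 6.8e-25). Of 48 proteins of the large subunit, 31 were higher, none was lower and 17 did not pass (32 higher and 2 lower when adjusted over the list alone). For the whole list the median log2FC was 0.63 (camera adjusted p = 6.8e-21). Among 9 elongation factors, 4 were higher and 1 was lower (4 higher and 1 lower when adjusted over the list alone). Their median log2FC was 0.49 (camera adjusted p = 1.1e-06). Initiation factors were split, with 13 of 42 higher, 6 lower and 23 not passing (14 higher and 8 lower when adjusted over the list alone). Their list passed at a camera adjusted p of 0.044 but not with an estimated correlation (adjusted p = 0.23 with an estimated correlation). The call of this list was also lost without low-glucose replicate 3 or high-glucose replicate 1, or with DESeq2's size factors, with upper-quartile scaling, scaled by library totals, with at least 10 counts in every library or with protein-coding genes only (adjusted p 0.052 to 0.089). Factors that make ribosomes in the nucleolus went both ways. Of 52 genes of RNA polymerase I and ribosome biogenesis, 10 were higher, 2 lower and 40 did not pass (11 higher and 2 lower when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.17), though it did with fry (adjusted p = 0.011) and with no low-count filter (adjusted p = 0.0078). In all, 23 of 40 lists tested with camera passed with its preset correlation and 12 with an estimated correlation.

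**Figure D2:**
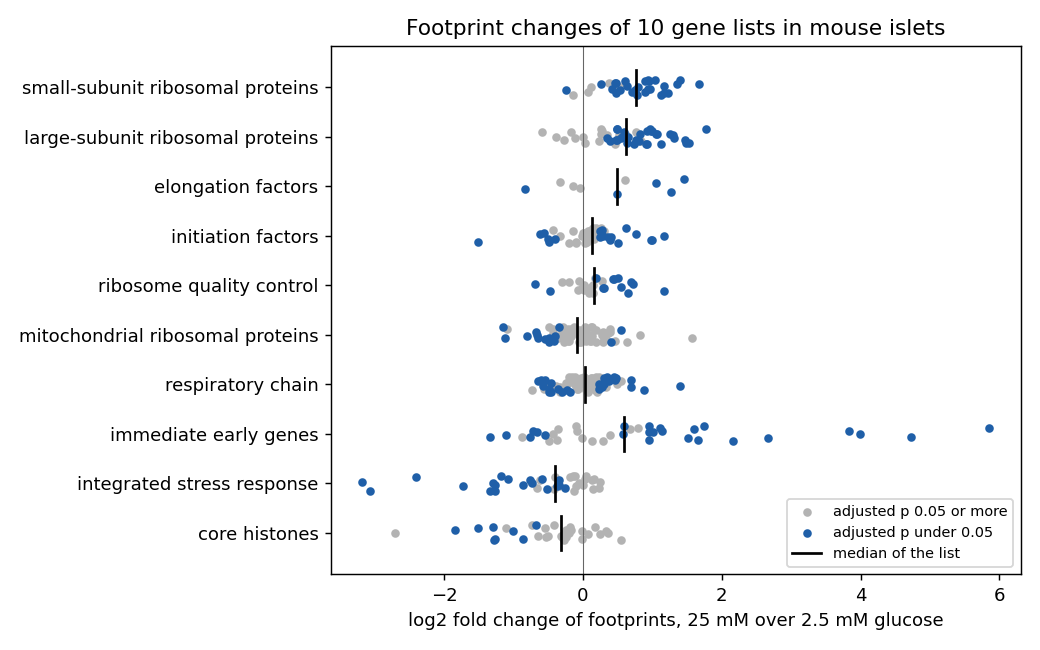
Log2 fold change, high against low glucose, of each tested member of 10 gene lists; each point is a gene and each bar is the list's median. The ribosomal protein lists sit above 0 (medians 0.77 and 0.63) and the integrated stress response list below it.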

The EMAP showed a dominant “translation hub” where nodes representing “cytoplasmic translation” [normalized enrichment score (NES) = 2.60] and “ribonucleoprotein complex biogenesis” (NES = 1.78) were clustered together (**Figure 3B**).

**Figure 3:**
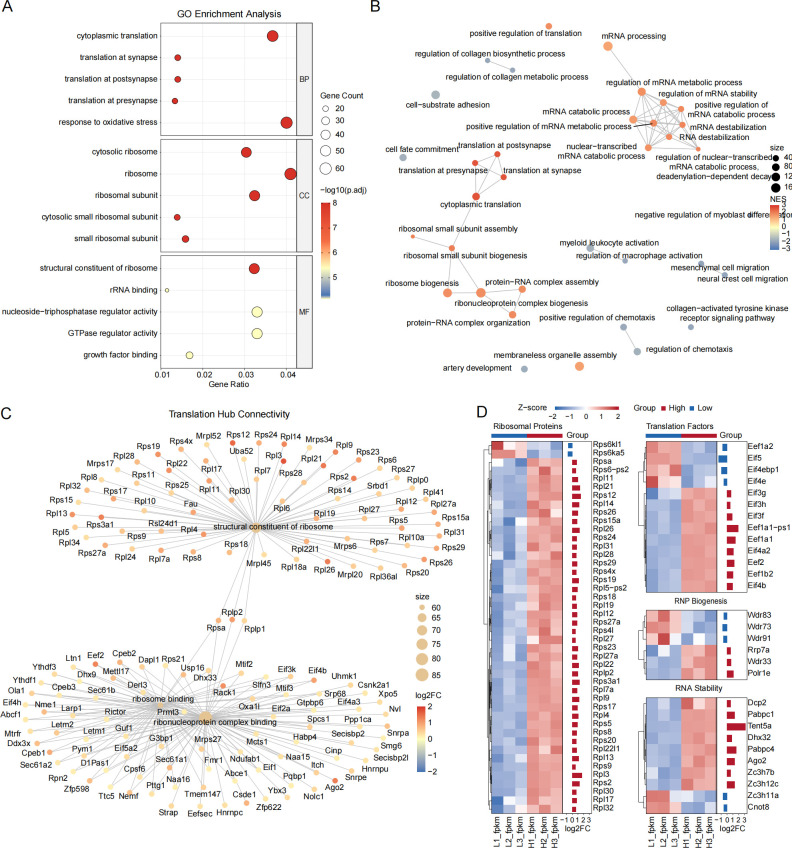
Translation regulation of the translation-related genes. **(A)** Bubble plots illustrating the enrichment of Gene Ontology (GO) terms for differentially expressed genes associated with cytoplasmic translation, ribosome biogenesis, and ribosome assembly under high-glucose stimulation. The color of each bubble represents the adjusted −log10 (*p*_adj_.), the size of the bubble corresponds to the gene count, and the location of the bubble denotes the GO category (i.e., biological process, cellular component, and molecular function) and gene count (the proportion of genes in the subset mapped to that pathway). **(B)** Enrichment map of the global pathway network. The color of each bubble represents the normalized enrichment score (NES; *p*_adj._), and the size of the bubble corresponds to the gene count. **(C)** Translation hub connectivity map of the genes that contribute to structural constituent and ribonucleoprotein complex binding pathways. The color of each bubble represents the log_2_FC, and the size of the bubble corresponds to the contributions score. **(D)** Heatmap of the genes in pathways associated with ribosomal proteins, translation factors, ribonucleoprotein (RNP) biogenesis, and RNA stability. Red indicates upregulation, while blue indicates downregulation. The color gradient of each gene corresponds to its scaled *Z* score. Bar length reflects the log_2_FC.

The translation hub connectivity map (**Figures 3C, D**) further resolves the contributions of specific genes to the structural constituent and ribonucleoprotein complex binding pathways. Specifically, *Rpl3*, a key structural component of the large ribosomal subunit, displayed the highest induction (log_2_FC = 1.72), while *Rps12* was the most upregulated within the small subunit (log_2_FC = 1.55). It also underscores the central role of the key upregulated genes such as *Rplp2* (log_2_FC = 1.02) and *Rpsa* (log_2_FC = 0.78) in reinforcing the ribosomal framework. 

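*Rpl3*, which sits at the peptidyl transferase centre of the large subunit, had 53.3 ± 6.38 CPM in low and 183 ± 13.2 CPM in high glucose (SD, n = 3 each; log2FC = 1.77, SE 0.10, edgeR adjusted p = 8.3e-12; ENSMUSG00000060036, chromosome 15). No other protein of its subunit at an adjusted p under 0.05 rose as far. Others with a small adjusted p were *Rpl9* (log2FC = 1.30, edgeR adjusted p = 3.2e-11) and *Rpl4* (log2FC = 1.12, edgeR adjusted p = 3.4e-10). In the small subunit, *Rps12* had 14.8 ± 1.98 CPM in low and 47.2 ± 5.28 CPM in high glucose (SD, n = 3 each; log2FC = 1.68, SE 0.16, edgeR adjusted p = 6.1e-08), and a further rise was that of *Rps3a1* (log2FC = 1.36, edgeR adjusted p = 4.1e-10). The paper's RNA-seq log2FC for *Rpl3* is 0.032 and for *Rps12* 0.29.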

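*Rplp2*, a protein of the stalk that recruits elongation factors, had 87.5 ± 5.98 CPM in low and 181 ± 17.8 CPM in high glucose (SD, n = 3 each; log2FC = 1.05, SE 0.090, edgeR adjusted p = 1.4e-08). *Rpsa*, at the mRNA exit side of the small subunit, had a wider spread between replicates (18.5 ± 5.97 CPM in low and 34.2 ± 2.98 CPM in high glucose, SD, n = 3 each; log2FC = 0.89, SE 0.19, edgeR adjusted p = 0.0016). Across the 80 ribosomal proteins tested, 57 were higher and 1 was lower, and their log2FC ran from -0.59 to 1.77 with quartiles of 0.41 and 0.97. The protein that fell was *Rps3* (log2FC = -0.25, SE 0.066, edgeR adjusted p = 0.0091), whose call was lost without high-glucose replicate 2 or 3 (adjusted p 0.051 to 0.069).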

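Both factors that every elongation cycle uses rose. *Eef1a1*, which delivers aminoacyl-tRNA, had 333 ± 14.6 CPM in low and 919 ± 23.8 CPM in high glucose (SD, n = 3 each; log2FC = 1.46, SE 0.054, edgeR adjusted p = 8.8e-15), and *Eef2*, which moves the ribosome along by a codon, had 789.9 ± 35.8 CPM in low and 1908 ± 16.0 CPM in high glucose (SD, n = 3 each; log2FC = 1.27, SE 0.045, edgeR adjusted p = 4.2e-15). The exchange factor subunit *Eef1b2* rose with them (log2FC = 1.06, SE 0.084, edgeR adjusted p = 4.4e-09). *Eef1a2*, the paralog of *Eef1a1* typical of neurons and muscle, went the other way (log2FC = -0.83, SE 0.11, edgeR adjusted p = 6.6e-06). Among initiation factors, the helicase *Eif4a2* (log2FC = 1.16, adjusted p = 3.4e-10 from edgeR), its partner *Eif4b* (log2FC = 1.00, adjusted p = 1.5e-10) and *Eif3f* (log2FC = 0.99, adjusted p = 5.9e-08) rose, and *Eif5* (log2FC = -1.50, adjusted p = 9.3e-13), the eIF2 subunit *Eif2s1* (log2FC = -0.50, adjusted p = 0.0012) and *Eif3i* (log2FC = -0.40, adjusted p = 4.6e-04) fell.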

Key translation factors such as *Eef1a1* (log_2_FC = 1.45), *Eef2* (log_2_FC = 1.26), and *Eif4b* (log_2_FC = 0.98) were scaled up at the same time, favoring the molecular environment for the recruitment and movement of the translation complex.

Furthermore, the “Rescue of Stalled Ribosome” category showed the upregulation of *Rack1*, *Nemf*, and *Zfp598. Rack1*, a ribosomal scaffolding protein that integrates multiple signaling pathways, was upregulated approximately twofold (log_2_FC = 1.16). *Nemf* and *Zfp598*, which are critical components of the ribosome quality control (RQC) system (with log_2_FC values of 0.62 and 0.66, respectively), also increased over 1.5-fold. These results indicate that islets exhibit an increased translational signature of the components involved in the clearance of stalled ribosomes and recycling subunits, potentially preventing proteotoxic stress.

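*Rack1*, a sensor of collided ribosomes, had 522 ± 25.4 CPM in low and 1177 ± 40.5 CPM in high glucose (SD, n = 3 each; log2FC = 1.17, SE 0.051, edgeR adjusted p = 1.9e-13). It is also a structural protein of the small subunit. *Nemf*, which extends stalled chains on the freed large subunit, had a log2FC of 0.65 (SE 0.10, edgeR adjusted p = 7.2e-05), and the collision sensor *Zfp598* one of 0.70 (SE 0.12, edgeR adjusted p = 2.0e-04). *Ascc3*, of the complex that splits collided ribosomes, and *Tcf25* rose by less (0.55 and 0.46 on the log2 scale, edgeR adjusted p = 9.8e-06 and 1.3e-05). In the other direction, the rescue GTPase *Gtpbp2* (log2FC = -0.69, adjusted p = 2.2e-05 from edgeR) and the collision factor *Edf1* (log2FC = -0.47, adjusted p = 0.0089) fell, *Edf1* not without high-glucose replicate 1 (adjusted p = 0.053). Over the list of 26 genes, 11 had more footprints in high glucose, 2 had fewer and 13 did not pass the test (11 higher and 2 lower when adjusted over the list alone). The list's median log2FC was 0.16 (camera adjusted p = 0.0013), a call lost when gene correlation was estimated (adjusted p = 0.065 with an estimated correlation).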

Another highly interconnected hub was composed of “positive regulation of mRNA metabolic process” (NES = 1.88) and mRNA turnover pathways (deadenylation-dependent decay: NES = 1.92; mRNA destabilization: NES = 1.89). *Tent5a* (log_2_FC = 3.19), *Pabpc4* (log_2_FC = 1.58), and *Pabpc1* (log_2_FC = 1.30) were upregulated coordinately, suggesting a critical regulation mechanism through maintenance of the stability of the existing mRNA transcripts beyond simply expanding ribosome biogenesis to optimize the protein output.

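*Tent5a*, a poly(A) polymerase that lengthens the tails of mRNAs for secreted proteins, had 21.5 ± 1.34 CPM in low and 209 ± 5.09 CPM in high glucose (SD, n = 3 each; log2FC = 3.28, SE 0.095, edgeR adjusted p = 8.5e-17). Its relative *Tent5c* rose by 1.01 on the log2 scale (SE 0.10, edgeR adjusted p = 8.3e-08). The poly(A)-binding proteins rose with them, *Pabpc1* from 157 ± 14.6 to 394 ± 7.96 CPM (SD, n = 3 each; log2FC = 1.33, SE 0.072, edgeR adjusted p = 6.3e-12) and *Pabpc4* from 9.85 ± 1.03 to 32.9 ± 2.13 CPM (SD, n = 3 each; log2FC = 1.75, SE 0.18, edgeR adjusted p = 2.0e-07). *Btg1*, which promotes deadenylation, fell (log2FC = -1.94, SE 0.24, edgeR adjusted p = 3.0e-06), and so did the deadenylase *Cnot8* (log2FC = -0.66, adjusted p = 0.015 from edgeR), whose call was lost without low-glucose replicate 2 or high-glucose replicate 1 or 2 (adjusted p 0.053 to 0.067). Among 49 genes of mRNA stability and decay, 16 had more footprints in high glucose, 2 had fewer and 31 did not pass the test (20 higher and 2 lower when adjusted over the list alone). As a list they had a median log2FC of 0.25 (camera adjusted p = 7.5e-07).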

### 3.4 Coordinated translational scaling of the secretory machinery under acute high-glucose stimulation

Systemic investigation showed that acute high glucose also orchestrates a coordinated but modest upregulation of the secretory logistical framework (**Figure 4A**; **Supplementary Table 2**). 

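Of the steps that take a chain from the ER membrane to the plasma membrane, those in the early secretory pathway passed as lists, with small median changes. Of 34 genes of ER targeting and translocation, 12 had more footprints in high glucose, 4 had fewer and 18 did not pass the test (13 higher and 4 lower when adjusted over the list alone). Over these genes the median log2FC was 0.11 (camera adjusted p = 0.023, and adjusted p = 0.19 with an estimated correlation). For 32 genes of COPI and COPII vesicles the counts were 13 higher, 3 lower and 16 not passing (13 higher and 3 lower when adjusted over the list alone). The list's median log2FC was 0.14 (camera adjusted p = 0.0035, and adjusted p = 0.065 with an estimated correlation). Genes of secretory granules and exocytosis (16 higher, 5 lower and 30 not passing of 51; 20 higher and 5 lower when adjusted over the list alone) and of kinesin, dynein and dynactin motors (8 higher, 4 lower and 17 not passing of 29; 9 higher and 4 lower when adjusted over the list alone) did not pass as lists (camera adjusted p = 0.081 and 0.20), though both did with fry (adjusted p = 0.0034 and 0.0040). The list of ER targeting lost its call with upper-quartile scaling, scaled by library totals or with at least 10 counts in every library (adjusted p 0.052 to 0.067), and that of granules passed without low-glucose replicate 2, or with limma-voom or with no low-count filter (adjusted p 0.0025 to 0.045).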

The simultaneous activation of translocation in response to the high demand for insulin synthesis was evidenced by a significant translational upregulation of *Sec61a1* (log_2_FC = 0.74), the core component of the ER translocon. Accessory translocation proteins were also upregulated to facilitate the efficient entry of nascent preproinsulin chains into the ER lumen, including *Ssr1* (log_2_FC = 0.51), *Srprb* (log_2_FC = 0.42), and *Srpr* (log_2_FC = 0.25).

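*Sec61a1*, the pore of the translocon, had 439 ± 17.3 CPM in low and 739.7 ± 16.0 CPM in high glucose (SD, n = 3 each; log2FC = 0.75, SE 0.054, edgeR adjusted p = 7.6e-10). Smaller rises were found for the translocon-associated subunit *Ssr1* (log2FC = 0.52, SE 0.062, edgeR adjusted p = 1.6e-06) and for both subunits of the signal recognition particle receptor, *Srprb* (log2FC = 0.43, SE 0.064, edgeR adjusted p = 2.7e-05) and *Srpr* (log2FC = 0.27, SE 0.066, edgeR adjusted p = 0.0051). The signal peptidase subunit *Spcs3* rose too (log2FC = 0.47, adjusted p = 1.3e-05 from edgeR). Other parts of the same machinery fell, namely *Ssr2* (log2FC = -0.52, SE 0.058, edgeR adjusted p = 6.3e-07), *Sec62* (log2FC = -0.27, adjusted p = 0.025 from edgeR) and the signal peptidase subunit *Sec11c* (log2FC = -0.26, adjusted p = 0.017). The falls of *Sec62* (without low-glucose replicate 1 or 2 or high-glucose replicate 3, adjusted p 0.059 to 0.15) and *Sec11c* (without low-glucose replicate 2 or high-glucose replicate 1 or 3, adjusted p 0.065 to 0.12) did not hold in every fit.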

**Figure 4:**
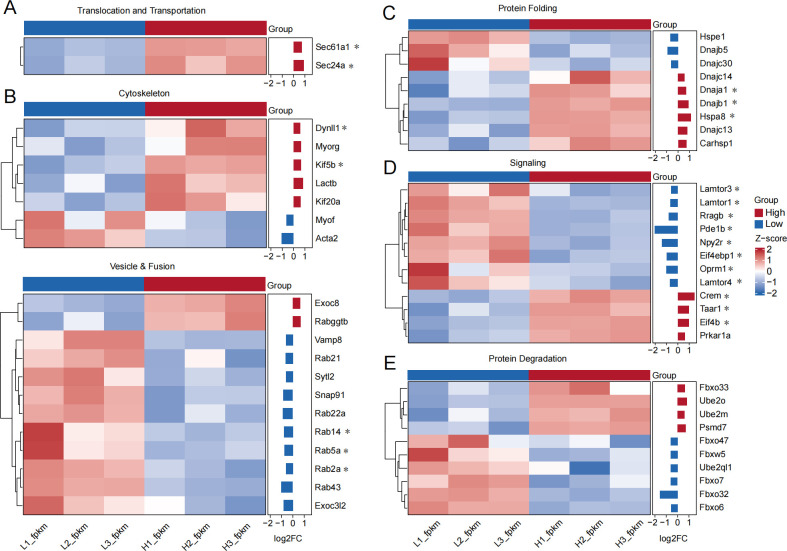
Translational regulation of the insulin secretory pathway. Heatmap of genes involved in pathways related to translocation and transportation **(A)**, cytoskeleton and vesicle & fusion **(B)**, protein folding **(C)**, signaling **(D)**, and protein degradation **(E)**. The color gradient of each gene indicates its scaled Z score. Bar length represents the log_2_FC. *: P < 0.05.

This augmentation of secretory capacity building extended to the COPII vesicle components. The cargo selector *Sec24a* (log_2_FC = 0.91) was notably upregulated, alongside the structural outer coat units *Sec23a* (log_2_FC = 0.31) and *Sec13* (log_2_FC = 0.29). 

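*Sec24a*, which selects cargo at ER exit sites, had 22.2 ± 2.34 CPM in low and 44.1 ± 4.60 CPM in high glucose (SD, n = 3 each; log2FC = 0.99, SE 0.15, edgeR adjusted p = 3.2e-05). The small GTPase that starts the COPII coat, *Sar1b* (log2FC = 0.67, SE 0.077, edgeR adjusted p = 9.9e-07), and the cargo receptor *Surf4* (log2FC = 0.43, adjusted p = 4.9e-06 from edgeR) rose with it, as did the outer coat subunit *Sec31a* (log2FC = 0.32, SE 0.054, edgeR adjusted p = 1.2e-04). *Sec13* was higher by a small margin (log2FC = 0.30, SE 0.10, edgeR adjusted p = 0.030), and *Sec23a* did not pass the test (log2FC = 0.34, SE 0.14, edgeR adjusted p = 0.099), though it did without low-glucose replicate 1 or high-glucose replicate 3 (adjusted p 0.035 to 0.041). In the coats that return proteins to the ER, falls were found for the COPI subunits *Copg2* (log2FC = -0.38, adjusted p = 0.0041 from edgeR), *Copa* (log2FC = -0.17, adjusted p = 0.0048) and *Copg1* (log2FC = -0.15, adjusted p = 0.015). Calls that did not hold in every fit were those of *Sec13* (without low-glucose replicate 1 or 3 or high-glucose replicate 1 or 2, or with upper-quartile scaling or scaled by library totals, adjusted p 0.062 to 0.15) and *Copg1* (without low-glucose replicate 2 or high-glucose replicate 2 or 3, or with no low-count filter, adjusted p 0.055 to 0.13).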

Simultaneously, increased expression of the proinsulin-processing enzyme *Pcsk1* (log_2_FC = 0.31) and remodeling of vesicle components ensured matching of trafficking flux. The core exocytosis factors for insulin granule docking and fusion were translationally elevated, including *Rab3a* (log_2_FC = 0.50), *Vamp2* (log_2_FC = 0.46), and *Snap29* (log_2_FC = 0.40). This transport was essentially supported by the upregulation of the cytoskeletal motor proteins such as *Kif5b* (log_2_FC = 0.65) and the dynein component *Dynll1* (log_2_FC = 0.58). 

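The prohormone convertase *Pcsk1* had 2459 ± 18.9 CPM in low and 3060.2 ± 73.5 CPM in high glucose (SD, n = 3 each; log2FC = 0.32, SE 0.035, edgeR adjusted p = 5.5e-07). Of the exocytosis factors, *Rab3a* was higher (log2FC = 0.54, SE 0.13, edgeR adjusted p = 0.0046), whereas *Vamp2* (log2FC = 0.54, SE 0.22, edgeR adjusted p = 0.087) and *Snap29* (log2FC = 0.45, SE 0.18, edgeR adjusted p = 0.069) had rises of similar size that did not pass the test. Their mean footprints were 12.4 ± 2.79 and 18.1 ± 3.44 CPM for *Vamp2* and 21.0 ± 3.28 and 28.8 ± 4.76 CPM for *Snap29* in low and high glucose (SD, n = 3 each). The exocyst subunit *Exoc8* rose (log2FC = 0.67, SE 0.088, edgeR adjusted p = 5.3e-06). Falls were found for *Vamp8* (log2FC = -0.65, adjusted p = 0.0013 from edgeR), the priming factor *Cadps* (log2FC = -0.40, adjusted p = 0.0042) and the granule protein *Chgb* (log2FC = -0.20, adjusted p = 3.4e-05).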

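*Kif5b*, a kinesin that carries insulin granules outward, had 143 ± 12.9 CPM in low and 228 ± 4.92 CPM in high glucose (SD, n = 3 each; log2FC = 0.67, SE 0.077, edgeR adjusted p = 1.0e-06), and *Kif5c* rose by 0.38 (edgeR adjusted p = 0.0017). The dynein heavy chain *Dync1h1* (log2FC = 0.53, SE 0.042, edgeR adjusted p = 3.7e-09) and the light chain *Dynll1* (log2FC = 0.68, SE 0.21, edgeR adjusted p = 0.025) were higher. Dynactin, which links dynein to its cargo, fell in 3 subunits, *Dctn4* (log2FC = -0.59, adjusted p = 5.0e-05 from edgeR), *Dctn3* (log2FC = -0.58, adjusted p = 9.1e-05) and *Dctn6* (log2FC = -0.44, adjusted p = 0.0035). *Dynll1* lost its call without low-glucose replicate 1 or high-glucose replicate 2 or 3 (adjusted p 0.065 to 0.14).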

Interestingly, the general endocytosis factors (*Rab2a*: log_2_FC = −0.61; *Rab14*: log_2_FC = −0.78; and *Rab5a*: log_2_FC = −0.77) were downregulated under acute high-glucose challenge. This bifurcation suggests that secretory cargo export takes precedence over membrane recycling to ensure efficient insulin secretion and resource allocation during GSIS (**Figure 4B**).

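Of 22 Rab GTPases of endocytic and recycling routes, none had more footprints in high glucose, 6 had fewer and 16 did not pass the test (1 higher and 6 lower when adjusted over the list alone). The median log2FC was -0.29 (camera adjusted p = 0.022), a call lost with an estimated correlation (adjusted p = 0.19 with an estimated correlation). *Rab14* fell (724 ± 295 CPM in low and 359 ± 24.8 CPM in high glucose, SD, n = 3 each; log2FC = -1.01, SE 0.15, edgeR adjusted p = 3.6e-05), and lower footprints were also found for *Rab5a* of early endosomes (log2FC = -0.84, SE 0.18, edgeR adjusted p = 0.0015), *Rab2a*, which also acts between the ER and the Golgi (log2FC = -0.62, SE 0.090, edgeR adjusted p = 2.2e-05), and *Rab7* of late endosomes (log2FC = -0.54, SE 0.080, edgeR adjusted p = 3.0e-05). The call of *Rab14* was lost with a robust dispersion (adjusted p = 0.11).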

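Cytosolic chaperones rose as a list and those of the ER moved both ways, a difference between the lists that was not tested. Of 39 cytosolic chaperones, 16 had more footprints in high glucose, 1 had fewer and 22 did not pass the test (17 higher and 1 lower when adjusted over the list alone). For the whole list the median log2FC was 0.18 (camera adjusted p = 1.4e-05). The HSC70 chaperone *Hspa8* had 381 ± 59.3 CPM in low and 887 ± 41.4 CPM in high glucose (SD, n = 3 each; log2FC = 1.22, SE 0.079, edgeR adjusted p = 1.5e-10), and its J-domain partners *Dnajb1* (log2FC = 0.95, SE 0.091, edgeR adjusted p = 7.3e-08) and *Dnaja1* (log2FC = 0.83, SE 0.21, edgeR adjusted p = 0.0053) and the co-chaperone *Fkbp4* (log2FC = 0.51, adjusted p = 5.8e-06 from edgeR) rose, against a fall in *Dnajb5* (log2FC = -1.07, adjusted p = 0.0012). In the ER, 20 of 46 chaperones and unfolded protein response genes were higher, 12 were lower and 14 did not pass (22 higher and 13 lower when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.081), though it did with fry (adjusted p = 0.0049) and without low-glucose replicate 2, or with limma-voom or with no low-count filter (adjusted p 0.0039 to 0.045). *Erp44* (log2FC = 0.99, SE 0.072, edgeR adjusted p = 1.1e-09), *Wfs1* (log2FC = 0.57, adjusted p = 1.1e-07 from edgeR), *Pdia3* (log2FC = 0.36, adjusted p = 4.1e-07) and *Hyou1* (log2FC = 0.28, adjusted p = 2.7e-07) rose. The most abundant ER chaperone, *Hspa5*, fell from 1.02% ± 0.0148 to 0.851% ± 0.0320 of all footprints (SD, n = 3 each; log2FC = -0.21, SE 0.027, edgeR adjusted p = 3.7e-06), and the lectin chaperone *Calr* (log2FC = -0.41, SE 0.035, edgeR adjusted p = 1.1e-08) and the isomerase *Fkbp9* (log2FC = -0.71, SE 0.084, edgeR adjusted p = 1.7e-06) fell too.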

Regarding protein folding, while certain core chaperones were upregulated (*Hspa8*: log_2_FC = 1.16; *Dnajb1*: log_2_FC = 0.92; *Dnaja1*: log_2_FC = 0.72; *Erp44*: log_2_FC = 0.97; *Pdia3*: log_2_FC = 0.35), others remained unchanged or even suppressed (e.g., *Hspa5* and *Fkbp9*, with log_2_FC values of −0.22 and −0.67, respectively). This indicates a potential proteostatic imbalance, where the protein folding capacity fails to keep pace with the rapid expansion of the translation machinery, thereby increasing the risk of protein misfolding and ER stress (13–17) (**Figure 4C**).

### 3.5 High glucose reprograms signaling networks to drive an active secretory phenotype

The pivotal role of the mTOR pathway in coordinating nutrient sensing and metabolism is well established. Its dynamic post-translational phosphorylation is introduced in **Figure 2**. At the translational level, the expression of *Eif4b* increased approximately twofold (log_2_FC = 0.98), likely enhancing translation initiation by promoting ribosome loading onto mRNAs (18). Interestingly, the downregulation of *Eif4ebp1* (log_2_FC = −0.99) suggests a post-translational mechanism that relieves eIF4E from 4EBP1-mediated inhibition (19), thereby ensuring a rapid metabolic response and prioritized resource allocation. Concurrently, several scaffolding components were downregulated—including *Rragb* (log_2_FC = −0.79), which recruits mTORC1 to the lysosome for activation, and *Lamtor1*, *Lamtor3*, and *Lamtor4* (log_2_FC = −0.64, −0.60, and −0.69, respectively), which anchor the Rag GTPases to the lysosome, indicating a self-limiting negative feedback mechanism to prevent excessive mTOR activation (**Figure 4D**).

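Regulators of mTORC1 were lower more often than higher. Of 37 genes of the pathway, 3 had more footprints in high glucose, 11 had fewer and 23 did not pass the test (4 higher and 12 lower when adjusted over the list alone). Their median log2FC was -0.14 (camera adjusted p = 0.0054, and adjusted p = 0.078 with an estimated correlation). *Eif4ebp1*, the repressor of eIF4E, had 28.0 ± 4.83 CPM in low and 13.1 ± 1.64 CPM in high glucose (SD, n = 3 each; log2FC = -1.09, SE 0.19, edgeR adjusted p = 1.6e-04). *Rragb* (log2FC = -0.81, SE 0.10, edgeR adjusted p = 4.6e-06) and the Ragulator subunits *Lamtor1* (log2FC = -0.66, SE 0.11, edgeR adjusted p = 6.8e-05), *Lamtor3* (log2FC = -0.68, SE 0.21, edgeR adjusted p = 0.022) and *Lamtor4* (log2FC = -0.74, SE 0.16, edgeR adjusted p = 0.0020) fell. The largest fall was in *Fnip2*, a partner of folliculin in signalling to the Rag GTPases (log2FC = -1.40, SE 0.089, edgeR adjusted p = 1.3e-10). Rises were found for the inhibitors *Tsc2* (log2FC = 0.44, adjusted p = 0.0041 from edgeR) and *Nprl2* (log2FC = 0.44, adjusted p = 0.0084) and for the lysosomal transcription factor *Tfeb* (log2FC = 0.80, adjusted p = 0.041), whereas *Larp1*, the repressor of ribosomal protein mRNAs, did not pass (log2FC = 0.35, SE 0.14, edgeR adjusted p = 0.070), though it did without low-glucose replicate 3, or with no low-count filter (adjusted p 0.035 to 0.045). Among unpaired fits, calls that depended on the fit were those of *Lamtor3* (without low-glucose replicate 3 or high-glucose replicate 2 or 3, adjusted p 0.081 to 0.11) and *Tfeb* (without low-glucose replicate 2 or 3 or high-glucose replicate 1, 2 or 3, or with upper-quartile scaling, scaled by library totals or with no low-count filter, adjusted p 0.053 to 0.15).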

On the other hand, the cAMP signaling pathway was fine-tuned to sensitize beta cells to secretagogues. The transcription factor (TF) *Crem* (20), a key modulator of the cAMP response elements (CRE) crucial for insulin gene expression, increased over twofold (log_2_FC = 1.48). Two Gi-coupled receptors were downregulated under high-glucose conditions (*Npy2r*: log_2_FC = −1.39; *Oprm1*: log_2_FC = −1.00), relieving the inhibition of adenylate cyclase and boosting cAMP production. The Gs-coupled receptor *Taar1* was upregulated, further sensitizing the islets (log_2_FC = 0.97) (21). 

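Genes of cAMP signalling moved both ways. Of 51 tested, 9 had more footprints in high glucose, 10 had fewer and 32 did not pass the test (9 higher and 11 lower when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.40). The calcium-activated phosphodiesterase *Pde1b* fell from 65.3 ± 23.6 to 13.5 ± 1.85 CPM (SD, n = 3 each; log2FC = -2.27, SE 0.20, edgeR adjusted p = 1.5e-08). For 2 receptors that act through Gi footprints were scarce, *Npy2r* with 4.89 ± 0.585 CPM in low and 0.886 ± 0.325 CPM in high glucose (SD, n = 3 each; log2FC = -2.45, SE 0.54, edgeR adjusted p = 0.0020) and *Oprm1* with 4.86 ± 3.31 CPM in low and 1.25 ± 0.320 CPM in high glucose (SD, n = 3 each; log2FC = -1.95, SE 0.57, edgeR adjusted p = 0.016), and the Gi subunit *Gnai2* fell (log2FC = -0.88, SE 0.059, edgeR adjusted p = 2.7e-10). The Gs-coupled receptors did not share a direction: *Taar1* (log2FC = 1.27, SE 0.30, edgeR adjusted p = 0.0030) and *Glp1r* (log2FC = 0.32, adjusted p = 3.3e-04 from edgeR) rose, and the adenosine receptor *Adora2b* fell (log2FC = -2.45, SE 0.17, edgeR adjusted p = 6.3e-10). *Prkar1a*, the regulatory subunit that holds protein kinase A inactive, rose (log2FC = 0.64, SE 0.064, edgeR adjusted p = 1.3e-07). The call of *Oprm1* was lost without low-glucose replicate 1 or high-glucose replicate 3 (adjusted p 0.064 to 0.22). *Pde1b* and *Adora2b* are among the largest falls, for which a common source of fragments stays open, as set out under the results flagged for a closer look. The paper's RNA-seq log2FC are 0.90 for *Pde1b* and -1.51 for *Adora2b*.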

Intracellularly, the sharp downregulation of the cAMP-hydrolyzing enzyme *Pde1b* (log_2_FC = −2.03) likely sustains cAMP accumulation (**Figure 4D**).

### 3.6 Acute high-glucose treatment reprograms the translational landscape of metabolic genes in pancreatic islets

#### 3.6.1 Mitochondria

Within the mitochondrial matrix, we observed a robust translational induction of the core tricarboxylic acid (TCA) cycle enzymes (*Cs* and *Fh1*: log_2_FC = 0.61 and 0.60, respectively). On the other hand, the translation of *Pdk4* (log_2_FC = −0.74), a primary inhibitor of the pyruvate dehydrogenase complex (PDC), was suppressed, favoring the molecular opening of the mitochondrial gate to facilitate the efficient conversion of pyruvate to Acetyl-CoA (**Figure 5A**). 

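Of 31 genes of the TCA cycle and the pyruvate dehydrogenase complex, 8 had more footprints in high glucose, 4 had fewer and 19 did not pass the test (9 higher and 6 lower when adjusted over the list alone). The list did not pass (camera adjusted p = 0.13), though it did with fry (adjusted p = 3.3e-04) and with no low-count filter (adjusted p = 0.0076). Citrate synthase (*Cs*) had 162 ± 11.6 CPM in low and 251 ± 6.87 CPM in high glucose (SD, n = 3 each; log2FC = 0.63, SE 0.073, edgeR adjusted p = 1.1e-06) and fumarase (*Fh1*) 238 ± 25.6 CPM in low and 366 ± 13.9 CPM in high glucose (SD, n = 3 each; log2FC = 0.62, SE 0.073, edgeR adjusted p = 1.6e-06). Pyruvate carboxylase, which refills the cycle in beta cells, rose as well (*Pcx*, log2FC = 0.57, SE 0.082, edgeR adjusted p = 1.7e-05). The kinase *Pdk4* had 27.1 ± 4.19 CPM in low and 15.4 ± 2.36 CPM in high glucose (SD, n = 3 each; log2FC = -0.82, SE 0.19, edgeR adjusted p = 0.0025). Small falls in the succinate dehydrogenase subunits *Sdha* (log2FC = -0.23, adjusted p = 0.031 from edgeR) and *Sdhb* (log2FC = -0.22, adjusted p = 0.023) did not hold in every fit, namely for *Sdha* (without low-glucose replicate 1 or high-glucose replicate 2 or 3, adjusted p 0.096 to 0.15) and *Sdhb* (without low-glucose replicate 2 or 3 or high-glucose replicate 2 or 3, or with no low-count filter, adjusted p 0.054 to 0.12).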

Paradoxically, mitochondrial biogenesis appears to be inhibited at the translational level. In contrast to cytosolic ribosomes, many genes encoding mitochondrial ribosomal proteins were downregulated (*Mrpl16*: log_2_FC = −1.03; *Mrpl51*: log_2_FC = −0.79; *Mrpl55*: log_2_FC = −0.64; *Mrpl9*: log_2_FC = −0.63; *Mrpl16*: log_2_FC = −1.03; *Mrpl17*: log_2_FC = −0.59), alongside the reduction of *Mtg2* (log_2_FC = −0.84), a key factor in mitochondrial translation and ribosome assembly (**Figure 5B**).

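Mitochondrial ribosomal proteins were lower more often than higher. Of 82 tested, 2 had more footprints in high glucose, 12 had fewer and 68 did not pass the test (2 higher and 12 lower when adjusted over the list alone). As a list they had a median log2FC of -0.081 (camera adjusted p = 0.17, and adjusted p = 0.020 with fry). The falls included *Mrpl16* (log2FC = -1.15, SE 0.19, edgeR adjusted p = 1.2e-04), *Mrpl51* (log2FC = -1.11, SE 0.37, edgeR adjusted p = 0.032), *Mrpl55* (log2FC = -0.80, SE 0.27, edgeR adjusted p = 0.039), *Mrpl9* (log2FC = -0.65, SE 0.12, edgeR adjusted p = 2.6e-04) and *Mrpl17* (log2FC = -0.65, SE 0.12, edgeR adjusted p = 2.3e-04), and both rises were small, *Mrpl20* (log2FC = 0.56, adjusted p = 0.0047 from edgeR) and *Mrps17* (log2FC = 0.41, adjusted p = 0.020). The assembly GTPase *Mtg2* fell (9.31 ± 0.855 CPM in low and 4.36 ± 1.22 CPM in high glucose, SD, n = 3 each; log2FC = -1.10, SE 0.31, edgeR adjusted p = 0.013). Calls that were lost in at least 1 other unpaired fit were those of *Mrpl51* (without low-glucose replicate 2 or 3 or high-glucose replicate 2 or 3, or with no low-count filter, adjusted p 0.063 to 0.12), *Mrpl55* (without low-glucose replicate 1 or 3 or high-glucose replicate 1 or 3, adjusted p 0.081 to 0.17), *Mrpl20* (without high-glucose replicate 1, adjusted p = 0.056), *Mrps17* (without low-glucose replicate 1 or 3 or high-glucose replicate 3, adjusted p 0.054 to 0.22) and *Mtg2* (without high-glucose replicate 3, adjusted p = 0.069).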

**Figure 5:**
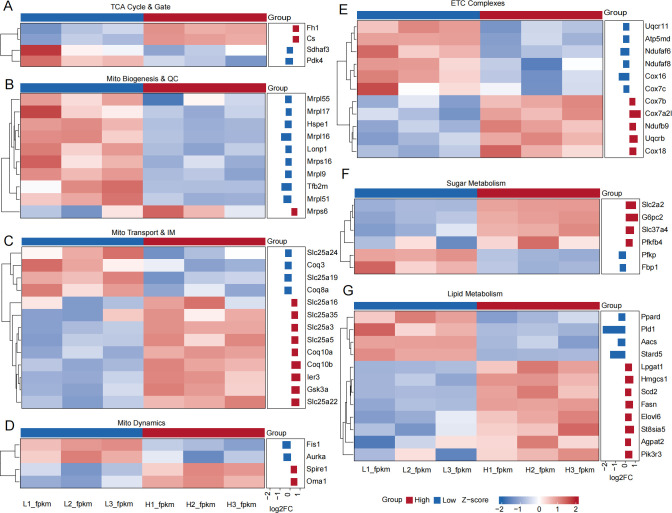
Translational regulation of metabolism. Heatmap of genes in pathways associated with the tricarboxylic acid (TCA) cycle and gate **(A)**, mitochondrial biogenesis and QC (quality control) **(B)**, mitochondrial transport and inner membrane (IM) **(C)**, mitochondrial dynamics **(D)**, electron transport chain (ETC) complexes **(E)**, sugar metabolism **(F)**, and lipid metabolism pathway **(G)**. The color gradient of each gene corresponds to its scaled *Z* score. Bar length reflects the log_2_FC.

Our data revealed a divergence in translation between the genes encoding the inner (IM) and outer membranes (OM) under high glucose. Two genes encoding the key enzymes for ubiquinone biosynthesis in the IM (*Coq8a* and *Coq3*: log_2_FC = −0.72 and −0.70, respectively) were downregulated, while OM-associated metabolite transporters were upregulated (*Slc25a5/AntT2*: log_2_FC = 0.69; *Gsk3a*: log_2_FC = 0.82; *Ier3*: log_2_FC = 0.87) (**Figure 5C**).

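*Coq8a*, a kinase-like protein of ubiquinone synthesis, had 27.8 ± 4.06 CPM in low and 16.1 ± 2.96 CPM in high glucose (SD, n = 3 each; log2FC = -0.79, SE 0.19, edgeR adjusted p = 0.0031), and the methyltransferase *Coq3* 12.9 ± 2.81 CPM in low and 7.10 ± 1.57 CPM in high glucose (SD, n = 3 each; log2FC = -0.86, SE 0.26, edgeR adjusted p = 0.022). A further ubiquinone gene went the other way, the chaperone *Coq10b* (log2FC = 0.98, SE 0.13, edgeR adjusted p = 8.8e-06). The adenine nucleotide carrier *Slc25a5* (log2FC = 0.76, SE 0.17, edgeR adjusted p = 0.0020), the phosphate carrier *Slc25a3* (log2FC = 0.65, SE 0.058, edgeR adjusted p = 2.3e-08), *Gsk3a* (log2FC = 0.88, SE 0.14, edgeR adjusted p = 8.6e-05) and *Ier3* (log2FC = 0.96, SE 0.16, edgeR adjusted p = 1.0e-04) rose, and the outer membrane channel *Vdac2* fell (log2FC = -0.36, SE 0.078, edgeR adjusted p = 0.0018). Over the 55 genes of mitochondrial transport and dynamics, 15 had more footprints in high glucose, 9 had fewer and 31 did not pass the test (19 higher and 11 lower when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.051). The list passed with fry (adjusted p = 0.0041) and without low-glucose replicate 2 or 3 or high-glucose replicate 2 or 3, or with limma-voom, with TMM without ribosomal proteins or with no low-count filter (adjusted p 9.1e-04 to 0.050). *Coq3* lost its call without low-glucose replicate 1 or 2 or high-glucose replicate 2 or 3 (adjusted p 0.057 to 0.096).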

Acute high glucose also affected the mitochondrial dynamics-related genes. We observed a significant induction of *Oma1* (log_2_FC = 0.64) and *Spire1* (log_2_FC = 0.63), which function in fragmentation and crista remodeling. In contrast, the translation of *Fis1* (log_2_FC = −0.84) and *Aurka* (log_2_FC = −0.75) was downregulated, likely serving as a negative feedback in the case of excessive organelle degradation. This coordinated shift in mitochondrial gene translation might optimize the mitochondrial surface area for ATP exchange during the transition to a highly secretory state (**Figure 5D**).

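The inner membrane protease *Oma1* had 42.1 ± 5.73 CPM in low and 67.3 ± 3.43 CPM in high glucose (SD, n = 3 each; log2FC = 0.67, SE 0.12, edgeR adjusted p = 2.2e-04), and the actin nucleator *Spire1*, which acts at sites of fission, 7.04 ± 1.12 CPM in low and 12.0 ± 1.16 CPM in high glucose (SD, n = 3 each; log2FC = 0.77, SE 0.25, edgeR adjusted p = 0.032). The fission adaptor *Fis1* fell (132 ± 10.4 CPM in low and 73.1 ± 7.06 CPM in high glucose, SD, n = 3 each; log2FC = -0.85, SE 0.10, edgeR adjusted p = 7.4e-07). The mitotic kinase *Aurka* had 7.39 ± 1.12 CPM in low and 3.56 ± 1.14 CPM in high glucose (SD, n = 3 each; log2FC = -1.05, SE 0.35, edgeR adjusted p = 0.035). Among unpaired fits, both low-count calls depended on the fit, that of *Spire1* (without low-glucose replicate 2 or 3 or high-glucose replicate 2 or 3, or with no low-count filter, adjusted p 0.054 to 0.11) and that of *Aurka* (without low-glucose replicate 2 or 3 or high-glucose replicate 2 or 3, or with no low-count filter, adjusted p 0.064 to 0.14).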

Overall, the mitochondria prioritize leveraging existing components over expanding the organelle volume to maximize the ATP output. This strategy allows efficient resource allocation and helps prevent excessive oxidative stress.

#### 3.6.2 Glucose

*Slc2a2*, which encodes the primary glucose transporter GLUT2, was strongly upregulated (log_2_FC = 1.00), reinforcing the molecular basis for rapid glucose sensing and uptake under high-glucose conditions. Concurrently, acute high-glucose treatment targets the G6P cycle to modulate the glycolytic flux at the translational level, which prioritizes glycogen storage. This was evidenced by the upregulation of *G6pc2* (log_2_FC = 1.22), a rate-limiting enzyme in gluconeogenesis and glycogenolysis (22), and *Slc37a4* (log_2_FC = 0.81), a G6P transporter (23), alongside the downregulation of *Fbp1* (log_2_FC = −0.62), a rate-limiting gluconeogenesis enzyme (24). 

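Genes for a glucose transporter and for 2 proteins of the glucose-6-phosphate cycle rose. *Slc2a2*, which encodes GLUT2, had 362 ± 10.5 CPM in low and 734 ± 12.2 CPM in high glucose (SD, n = 3 each; log2FC = 1.02, SE 0.054, edgeR adjusted p = 4.3e-12). *G6pc2*, the islet glucose-6-phosphatase that opposes glucokinase, had 522 ± 53.1 CPM in low and 1235 ± 70.0 CPM in high glucose (SD, n = 3 each; log2FC = 1.24, SE 0.063, edgeR adjusted p = 2.2e-12), and the glucose-6-phosphate carrier *Slc37a4* rose too (log2FC = 0.86, SE 0.12, edgeR adjusted p = 1.4e-05). *Fbp1* fell (log2FC = -0.65, SE 0.14, edgeR adjusted p = 0.0013). In glycolysis, the phosphofructokinase *Pfkp* fell (log2FC = -0.72, SE 0.10, edgeR adjusted p = 1.3e-05) and pyruvate kinase rose (*Pkm*, log2FC = 0.55, SE 0.064, edgeR adjusted p = 1.3e-06), and in the pentose phosphate pathway *Rpia* fell (log2FC = -0.94, SE 0.13, edgeR adjusted p = 9.4e-06). *Pfkfb4* was higher by a narrow margin (log2FC = 1.04, SE 0.37, edgeR adjusted p = 0.048). Of 40 genes of glucose metabolism, 19 had more footprints in high glucose, 6 had fewer and 15 did not pass the test (20 higher and 7 lower when adjusted over the list alone). Over these genes the median log2FC was 0.36 (camera adjusted p = 7.2e-04). *Pfkfb4* lost its call in many fits (without low-glucose replicate 1 or 3 or high-glucose replicate 1, 2 or 3, or with DESeq2, with betaPrior = TRUE in DESeq2, with DESeq2's size factors, with upper-quartile scaling, scaled by library totals or with TMM without *Ins1* and *Ins2*, adjusted p 0.050 to 0.26).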

The downregulation of *Pfkp* (log_2_FC = −0.71), a rate-limiting glycolysis enzyme (25), and the upregulation of its allosteric activator *Pfkfb4* (log_2_FC = 0.69) (26) suggest an adaptation to prevent excessive glycolytic overflow and potentially shunt the G6P towards storage and the pentose phosphate pathway (PPP) to generate NADPH for downstream lipogenesis (**Figure 5F**).

#### 3.6.3 Lipid

Acute high glucose shifts the lipid from catabolism towards anabolism, as evidenced by the significant upregulation of *Fasn* (log_2_FC = 0.77), a rate-limiting enzyme for long-chain fatty acid synthesis, and *Hmgcs1* (log_2_FC = 0.81), a rate-limiting enzyme in cholesterol synthesis, and a reciprocal repression of *Aacs* (log_2_FC = −0.74), which is involved in ketone body utilization, and *Ppard* (log_2_FC = −0.68), a key transcriptional regulator of fatty acid oxidation. However, despite increased cholesterol biosynthesis, its intracellular distribution might be compromised by the sharp downregulation of *Stard5* (log_2_FC = −1.52) (27). Furthermore, the phospholipid landscape was remodeled (*Agpat2*: log_2_FC = 0.59; *Lpgat1*: log_2_FC = 0.67; *St8sia5*: log_2_FC = 0.89; *Pld1*: log_2_FC = −2.27) (28) to provide the essential membranous framework for vesicle trafficking and intracellular signaling (*Pik3r3*: log_2_FC = 0.73; *Pik3r2*: log_2_FC = −0.80) (29, 30) (**Figure 5G**).

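Enzymes that build fatty acids and sterols rose as a group. Of 37 genes, 13 had more footprints in high glucose, 1 had fewer and 23 did not pass the test (16 higher and 1 lower when adjusted over the list alone). The list's median log2FC was 0.32 (camera adjusted p = 1.6e-04). *Fasn* had 328 ± 15.9 CPM in low and 564 ± 8.19 CPM in high glucose (SD, n = 3 each; log2FC = 0.78, SE 0.058, edgeR adjusted p = 1.4e-09) and *Hmgcs1* 104 ± 7.68 CPM in low and 185 ± 11.5 CPM in high glucose (SD, n = 3 each; log2FC = 0.84, SE 0.084, edgeR adjusted p = 1.3e-07), and the desaturase *Scd2* rose (log2FC = 0.65, SE 0.093, edgeR adjusted p = 1.8e-05). The gene of this list that fell was *Aacs* (log2FC = -0.74, SE 0.085, edgeR adjusted p = 9.1e-07), which makes acetoacetyl-CoA from ketone bodies for lipid synthesis. *Ppard* was lower (log2FC = -0.82, SE 0.26, edgeR adjusted p = 0.024). The lipid transfer protein *Stard5* had 41.8 ± 3.57 CPM in low and 13.5 ± 0.297 CPM in high glucose (SD, n = 3 each; log2FC = -1.63, SE 0.16, edgeR adjusted p = 7.4e-08). The call of *Ppard* was lost without low-glucose replicate 2 or 3 or high-glucose replicate 1 or 2, or with no low-count filter (adjusted p 0.057 to 0.085).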

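Of 29 genes of phospholipid and phosphoinositide metabolism, 10 had more footprints in high glucose, 5 had fewer and 14 did not pass the test (10 higher and 6 lower when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.84). The phospholipase *Pld1* fell (34.1 ± 14.8 CPM in low and 5.01 ± 0.947 CPM in high glucose, SD, n = 3 each; log2FC = -2.76, SE 0.26, edgeR adjusted p = 6.6e-08), and so did *Pld3* (log2FC = -0.56, SE 0.077, edgeR adjusted p = 1.1e-05). *Pld1* is among the largest falls, for which a common source of fragments stays open, as set out under the results flagged for a closer look. The acyltransferase *Lpgat1* (log2FC = 0.71, SE 0.11, edgeR adjusted p = 7.1e-05), the sialyltransferase *St8sia5* (log2FC = 0.99, SE 0.17, edgeR adjusted p = 2.0e-04) and *Agpat5* (log2FC = 0.34, adjusted p = 0.014 from edgeR) rose, and *Agpat2* was higher with a wide spread (log2FC = 0.73, SE 0.26, edgeR adjusted p = 0.044). The regulatory subunits of PI 3-kinase moved apart, *Pik3r3* up (log2FC = 0.98, SE 0.31, edgeR adjusted p = 0.024) and *Pik3r2* down (log2FC = -1.02, SE 0.28, edgeR adjusted p = 0.011). Calls that did not hold in every fit were those of *Agpat2* (without low-glucose replicate 1 or 2 or high-glucose replicate 1, 2 or 3, or with upper-quartile scaling or scaled by library totals, adjusted p 0.055 to 0.22), *Agpat5* (without high-glucose replicate 1, adjusted p = 0.060), *Pik3r3* (without low-glucose replicate 1 or 3 or high-glucose replicate 2 or 3, adjusted p 0.061 to 0.13) and *Pik3r2* (without low-glucose replicate 2 or 3 or high-glucose replicate 2, adjusted p 0.057 to 0.070).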

### 3.7 High glucose reprograms the translational landscape of transcription factors and epigenetic regulators

Our Ribo-seq data identified 135 TFs with significant altered translation by acute high glucose, comprising 49 upregulated and 86 downregulated genes (**Figure 6A**). 

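The deposited annotation assigns 1525 genes to transcription factor families, of which 880 were tested. With a fold change above 1.5 and an unadjusted p under 0.05 from edgeR, 59 were higher in high glucose and 104 lower, and at an adjusted p under 0.05 the counts were 73 and 92. At the fold change threshold, the zinc finger family zf-C2H2 had 18 higher and 44 lower of 404, the bZIP family, which holds the AP-1 and ATF factors, 6 higher and 11 lower of 39, and the homeobox family 3 higher and 7 lower of 43. The bHLH family had 7 higher and 4 lower of 51 and ZBTB 1 higher and 6 lower of 44. In the smaller families, all 2 NGFIB-like receptors tested were higher, and the nuclear receptors of the THR-like family had none higher and 4 lower of 16. The methyl-CpG binding family MBD had 3 higher and none lower of 9.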

The 10 most affected TF families were *zf-C2H2*, *TF-bZIP*, *Homeobox*, *bHLH*, *ZBTB*, *HMG*, *ETS*, *THR-like*, *MBD*, and *NGFIB-like* (**Figure 6B**), forming a regulatory network that orchestrates the key downstream targets involved in insulin secretion, glucose sensing, and cellular stress responses (**Figure 6C**; **Supplementary Table 3**).

**Figure 6:**
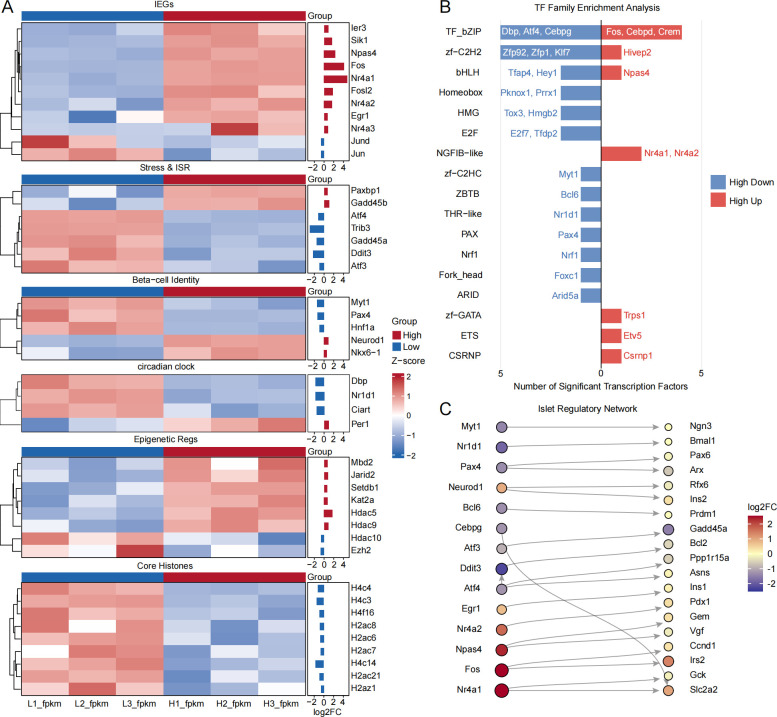
Translational regulation of transcription factors (TFs) and epigenetic regulatory factors. **(A)** Heatmap of the genes in pathways associated with immediate early genes (IEGs) (Imm *Early*), stress and integrated stress response (ISR), beta-cell identity, circadian clock, epigenetic regulation, and core histones. Red indicates upregulation, while blue indicates downregulation. The color gradient of each gene corresponds to its scaled *Z*-score. Bar length reflects the log_2_FC. **(B)** Bidirectional bar chart quantifying the number of upregulated (red) and downregulated (blue) genes across the top 10 glucose-responsive TF families. **(C)** Islet regulatory network (no-overlap version) of TFs and their key downstream targets. The color of each bubble represents the log_2_FC.

Beyond the IEGs and stress-related factors, the transcriptional network governing β-cell identity underwent significant remodeling. Specifically, *Neurod1* (log_2_FC = 0.94) and *Nkx6-1* (log_2_FC = 0.61) were upregulated, whereas *Myt1* (log_2_FC = −1.43), *Hnf1a* (log_2_FC = −0.93), *Tox3* (log_2_FC = −1.26), and *Pax4* (log_2_FC = −1.36) were downregulated, reflecting a mature β-cell program under high glucose. However, acute high-glucose exposure disturbed the expression profile of the circadian clock genes, indicated by the sharp suppression of *Nr1d1* (log_2_FC = −1.84), *Dbp* (log_2_FC = −1.77), and *Ciart* (log_2_FC = −1.56), alongside the notable induction of *Per1* (log_2_FC = 0.91).

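Factors of beta cell identity moved in both directions in equal number. Of 32 beta cell genes, 8 had more footprints in high glucose, 8 had fewer and 16 did not pass the test (9 higher and 9 lower when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.96). *Neurod1* had 69.6 ± 2.04 CPM in low and 136 ± 2.45 CPM in high glucose (SD, n = 3 each; log2FC = 0.97, SE 0.086, edgeR adjusted p = 2.2e-08) and *Nkx6-1* 110.0 ± 17.0 CPM in low and 170.4 ± 9.20 CPM in high glucose (SD, n = 3 each; log2FC = 0.63, SE 0.10, edgeR adjusted p = 3.3e-05). Falls were found for *Myt1* (87.1 ± 6.98 CPM in low and 30.7 ± 6.00 CPM in high glucose, SD, n = 3 each; log2FC = -1.51, SE 0.13, edgeR adjusted p = 2.0e-08) and *Tox3* (log2FC = -1.32, SE 0.13, edgeR adjusted p = 8.1e-08). *Pax4* rested on few reads, with 77 counts over the 3 low-glucose libraries and 1 over the 3 high-glucose libraries. After scaling by depth, that is a ratio of low to high of 122 with a 95% counting interval from 21.3 to 4888 (edgeR adjusted p = 3.4e-04).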

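Of 19 clock genes, 1 had more footprints in high glucose, 6 had fewer and 12 did not pass the test (2 higher and 6 lower when adjusted over the list alone). For the whole list the median log2FC was -0.24 (camera adjusted p = 0.0022, and adjusted p = 0.078 with an estimated correlation). The repressor *Nr1d1* had 70.7 ± 6.28 CPM in low and 18.4 ± 2.63 CPM in high glucose (SD, n = 3 each; log2FC = -1.94, SE 0.14, edgeR adjusted p = 7.0e-10), and the output factor *Dbp* 123 ± 22.4 CPM in low and 34.4 ± 2.40 CPM in high glucose (SD, n = 3 each; log2FC = -1.84, SE 0.12, edgeR adjusted p = 1.6e-10). *Ciart* was scarcer and more variable (10.4 ± 0.921 CPM in low and 2.08 ± 1.31 CPM in high glucose, SD, n = 3 each; log2FC = -2.32, SE 0.39, edgeR adjusted p = 1.2e-04). The clock gene that rose was *Per1* (27.4 ± 7.13 CPM in low and 55.3 ± 9.64 CPM in high glucose, SD, n = 3 each; log2FC = 1.01, SE 0.17, edgeR adjusted p = 1.2e-04), which is also an immediate early gene.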

Furthermore, our data revealed a condition of comprehensive epigenetic remodeling and potential chromatin instability. The broad downregulation of multiple core H4/H2A histones (e.g., *H4c3*: log_2_FC = −1.46; *H4c14*: log_2_FC = −1.70; and *H2ac8*: log_2_FC = −0.83) implies a reduced demand for *de novo* nucleosome assembly, resulting in a more relaxed and accessible chromatin structure for rapid transcriptional reprogramming (31). This is further illustrated by the translational profiles of epigenetic regulators, including the methyl-CpG reader *Mbd2* (log_2_FC = 0.74), the methyltransferase *Setdb1* (log_2_FC = 0.65), the acetyltransferase *Kat2a* (log_2_FC = 0.75), and the histone deacetylases (e.g., *Hdac5*: log_2_FC = 1.74; *Hdac9*: log_2_FC = 0.90; and *Hdac10*: log_2_FC = −0.60). 

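Of 33 core histone genes with enough footprints to test, none had more footprints in high glucose, 8 had fewer and 25 did not pass the test (none higher and 9 lower when adjusted over the list alone). Their median log2FC was -0.31 (camera adjusted p = 1.6e-04). *H4c14* had the largest fall at an adjusted p under 0.05 (85.5 ± 18.4 CPM in low and 23.7 ± 6.16 CPM in high glucose, SD, n = 3 each; log2FC = -1.84, SE 0.17, edgeR adjusted p = 2.8e-08), and falls were also found for *H4c3* (log2FC = -1.51, SE 0.11, edgeR adjusted p = 1.0e-09) and *H4c4* (log2FC = -1.27, SE 0.088, edgeR adjusted p = 5.4e-10). *H2ac8* had few footprints (6.23 ± 2.10 CPM in low and 2.53 ± 0.795 CPM in high glucose, SD, n = 3 each; log2FC = -1.29, SE 0.42, edgeR adjusted p = 0.029), and its call was lost without low-glucose replicate 1 or 3 or high-glucose replicate 2 (adjusted p 0.098 to 0.12). Replication-dependent histones share much of their coding sequence, so a footprint can map to several of these genes.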

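Of 41 epigenetic regulators, 12 had more footprints in high glucose, 4 had fewer and 25 did not pass the test (14 higher and 4 lower when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.058). It passed with fry (adjusted p = 0.0011) and without low-glucose replicate 1 or high-glucose replicate 2, or with no low-count filter (adjusted p 0.0012 to 0.042). The deacetylase *Hdac5* had the largest rise (16.5 ± 2.97 CPM in low and 61.3 ± 10.5 CPM in high glucose, SD, n = 3 each; log2FC = 1.89, SE 0.16, edgeR adjusted p = 1.1e-08). *Kat2a* (log2FC = 0.84, SE 0.18, edgeR adjusted p = 0.0014), *Setdb1* (log2FC = 0.70, SE 0.13, edgeR adjusted p = 3.0e-04), *Mbd2* (log2FC = 0.89, SE 0.23, edgeR adjusted p = 0.0072) and *Hdac9* (log2FC = 1.61, SE 0.50, edgeR adjusted p = 0.022) were higher, and *Mbd1* (log2FC = -0.55, adjusted p = 0.0036 from edgeR) and *Hdac10* (log2FC = -0.73, SE 0.26, edgeR adjusted p = 0.048) lower. In PRC2, the recruiting subunit *Jarid2* rose (log2FC = 0.92, SE 0.23, edgeR adjusted p = 0.0049), and the methyltransferases *Ezh2* (8.61 ± 3.92 CPM in low and 4.16 ± 1.61 CPM in high glucose, SD, n = 3 each; log2FC = -1.05, SE 0.37, edgeR adjusted p = 0.042) and *Ezh1* (log2FC = -0.40, adjusted p = 0.034 from edgeR) fell. Calls lost in at least 1 other unpaired fit were those of *Mbd2* (without high-glucose replicate 3, adjusted p = 0.064), *Hdac9* (without low-glucose replicate 2 or 3 or high-glucose replicate 1 or 2, adjusted p 0.057 to 0.094), *Hdac10* (without low-glucose replicate 1 or 3 or high-glucose replicate 2 or 3, or with no low-count filter, adjusted p 0.081 to 0.20), *Ezh2* (without low-glucose replicate 3 or high-glucose replicate 1 or 3, adjusted p 0.14 to 0.34) and *Ezh1* (without low-glucose replicate 1 or 3 or high-glucose replicate 1 or 2, or with no low-count filter, adjusted p 0.053 to 0.14).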

The polycomb repressive complex 2 (PRC2) showed reciprocal changes in its catalytic subunit *Ezh2* (log_2_FC = −0.72) and the regulatory subunit *Jarid2* (log_2_FC = 0.78) (32).

Finally, the upregulation of *Polr1e* (a subunit of RNA polymerase I that is exclusively responsible for rRNA transcription: log_2_FC = 1.15) consistently aligned with the global surge in ribosome biogenesis in high glucose (33).

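*Polr1e*, a subunit of RNA polymerase I, had 7.51 ± 0.382 CPM in low and 19.0 ± 2.13 CPM in high glucose (SD, n = 3 each; log2FC = 1.34, SE 0.22, edgeR adjusted p = 8.7e-05). The ribosome assembly factors *Tsr1* (log2FC = 0.55, SE 0.12, edgeR adjusted p = 0.0025) and *Gnl2* (log2FC = 0.40, adjusted p = 0.0021 from edgeR) rose by less, and the assembly factors *Wdr43* (log2FC = -0.34, adjusted p = 0.022) and *Riok2* (log2FC = -0.32, adjusted p = 0.027) fell. Both falls were lost in other fits, those of *Wdr43* (without low-glucose replicate 3 or high-glucose replicate 2 or 3, adjusted p 0.079 to 0.10) and *Riok2* (without low-glucose replicate 2 or 3 or high-glucose replicate 2 or 3, or with no low-count filter, adjusted p 0.060 to 0.11).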

### 3.8 Translation efficiency analysis revealed a multilayered regulation mechanism under high glucose

To investigate the translational control of the core DEGs, we integrated Ribo-seq and bulk RNA-seq data to calculate the TE and visualized the regulatory landscape in a nine-quadrant plot (**Figure 7A**). Genes showing a significant change (|log_2_FC| > 0.58, *p* < 0.05) in either the Ribo-seq or the RNA-seq dataset were subjected to functional enrichment analysis (**Figures 7B–E**; **Supplementary Table 4**).

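Most genes whose footprints changed are not in the paper's table of RNA-seq changes. That table holds only 1478 of the 13100 genes tested here. It was chosen by an unadjusted p, and only 184 of its 1708 genes have an adjusted p under 0.05 in it. Of the genes higher in Ribo-seq here at a fold change above 1.5 and an unadjusted p under 0.05 from edgeR, 146 are listed by the paper as higher in RNA-seq, 42 as lower and 687 are not listed. Of the lower genes, 176 are listed as lower, 15 as higher and 944 are not listed. A further 286 genes are listed as higher and 813 as lower in RNA-seq without passing in Ribo-seq here. The RNA-seq libraries are not used here, so TE was not computed and a gene missing from the paper's table is not shown to be unchanged.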

**Figure 7:**
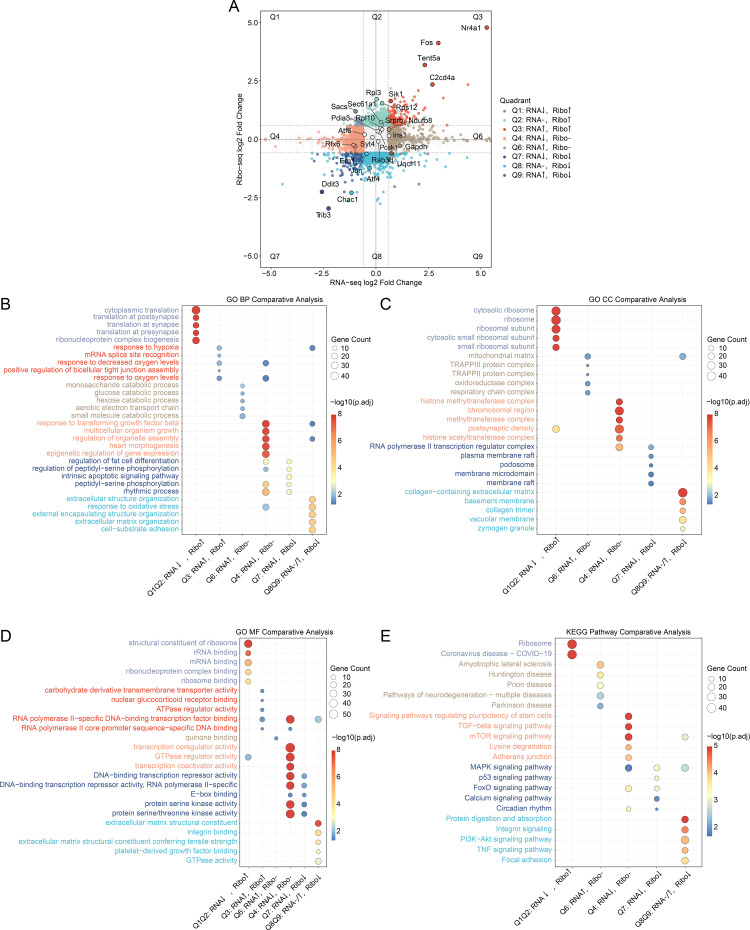
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the genes in each quadrant representing translation efficiency. **(A)** Nine-quadrant plot illustrating the classification of the differentially expressed genes according to the log2FC values derived from RNA-seq and Ribo-seq. **(B–D)** Bubble plots showing significantly enriched GO categories (biological process, cellular component, and molecular function) among quadrant-defined gene subsets. **(E)** Bubble plots showing significantly enriched KEGG pathways among quadrant-defined gene subsets. The color of each bubble represents the adjusted −log10 (padj.), and the size of the bubble corresponds to the gene count.

Many classical IEGs and metabolic hubs were localized in Q3 (upper right), including *Nr4a1*, *Fos*, and the T2DM-susceptibility gene *C2cd4a* (34). 

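RNA-seq log2FC in the paper's tables stand beside the footprints for these genes. The footprint values are edgeR's and the RNA-seq values are the paper's own, so their sizes are not on one scale. *C2cd4a* had 4.72 ± 0.977 CPM in low and 30.9 ± 1.98 CPM in high glucose (SD, n = 3 each; log2FC = 2.70, SE 0.21, edgeR adjusted p = 4.3e-09), and the paper's RNA-seq value is 2.70. For *Nr4a1* and *Fos* the paper's RNA-seq values are 5.29 and 2.98, so mRNA rose steeply in both. The paper's own Ribo-seq values are smaller than those here, at 2.35 for *C2cd4a*, 4.79 for *Nr4a1* and 4.13 for *Fos*. Of the 37 immediate early genes tested, the paper lists 13 as higher and 4 as lower in RNA-seq.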

The coordinated increase in both transcript abundance and ribosome occupancy suggests a synergistic and multilayered mobilization to prioritize high-flux protein production. Conversely, a number of stress-related genes including *Trib3* clustered in Q7, indicating a doubly safeguarded repression. The integrated stress response (ISR) master regulator *Atf4*, along with *Jun* and *Mapk14*, was located in Q8 and was directly silenced at the translational level.

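For *Trib3* the paper's RNA-seq log2FC is -2.26, and for *Ddit3* it is -2.58. *Atf4*, whose translation depends on upstream open reading frames, has an RNA-seq log2FC of -0.30 in the paper's tables. *Jun* had 36.0 ± 2.30 CPM in low and 22.8 ± 3.02 CPM in high glucose (SD, n = 3 each; log2FC = -0.66, SE 0.15, edgeR adjusted p = 0.0029), and the p38 kinase *Mapk14* 172 ± 12.3 CPM in low and 109.7 ± 3.30 CPM in high glucose (SD, n = 3 each; log2FC = -0.65, SE 0.081, edgeR adjusted p = 3.0e-06). Of the 39 genes of the integrated stress response tested, the paper lists 11 as lower in RNA-seq and none as higher.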

Genes related to cytosolic translation were found in Q2, including several ribosomal subunits, elongation factors, and translational regulators (e.g., *Pabpc4*, *Pabpc1*, *Ago2*, and *Zc3h12c*). 

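Footprints on ribosomal proteins rose with few listed changes in their mRNA. Of the 31 large subunit proteins higher in Ribo-seq here, 30 are absent from the paper's RNA-seq table, and of the 26 small subunit proteins 24 are. The same holds for all 4 elongation factors that were higher. Absence is usual, as that table holds only 1478 of the 13100 genes tested here. It lists only genes with a fold change above 1.5, a limit that the footprint calls counted here did not need to meet. The RNA-seq log2FC that the paper gives are 0.028 for *Eef1a1*, -0.089 for *Pabpc1* and -0.12 for *Pabpc4*. *Ago2*, the microRNA effector, had 22.0 ± 2.48 CPM in low and 58.8 ± 6.03 CPM in high glucose (SD, n = 3 each; log2FC = 1.42, SE 0.14, edgeR adjusted p = 1.0e-07; the paper's RNA-seq value is -0.40), and the ribonuclease *Zc3h12c* 9.49 ± 1.10 CPM in low and 26.5 ± 3.88 CPM in high glucose (SD, n = 3 each; log2FC = 1.48, SE 0.20, edgeR adjusted p = 8.0e-06; the paper's RNA-seq value is -0.32). Other mRNAs with a 5' terminal oligopyrimidine tract, through which mTORC1 controls ribosomal protein synthesis, rose in 10 of 16 cases and fell in 1 (11 higher and 1 lower when adjusted over the list alone).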

The self-expansion of the translational machinery is driven primarily by translational enhancements, which enables a rapid response to acute high glucose. Furthermore, we identified several survival-critical genes with a robust increased TE despite stable or declining mRNA levels in Q1/Q2/Q4, such as the beta-cell identity factor *Rfx6*, the survival kinase *Hipk2*, the insulin signaling component *Irs2*, and the chaperone *Sacs*. This prioritization potentially serves as a cytoprotection to bolster metabolic stress resilience while preserving cellular identity and function.

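*Hipk2* had 3.49 ± 2.13 CPM in low and 9.56 ± 1.74 CPM in high glucose (SD, n = 3 each; log2FC = 1.43, SE 0.39, edgeR adjusted p = 0.0091) against a paper RNA-seq log2FC of -1.38. For *Irs2* the paper's RNA-seq value is 0.061. *Rfx6* differed from both in that its footprints were lower in high glucose (160.1 ± 11.6 CPM in low and 136 ± 0.786 CPM in high glucose, SD, n = 3 each; log2FC = -0.24, SE 0.079, edgeR adjusted p = 0.032), by less than the paper's RNA-seq log2FC of -1.07. The call of *Rfx6* was lost without low-glucose replicate 2 or 3 or high-glucose replicate 1, 2 or 3, or with no low-count filter (adjusted p 0.080 to 0.16), and that of *Hipk2* without high-glucose replicate 3 (adjusted p = 0.060). The paper places genes of cytosolic translation in Q2 and concludes that the translational machinery expands mainly through translation. It also proposes that higher TE of the survival genes protects the cells.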

Interestingly, the diabetic marker *Tnxip*, a negative regulator of glucose uptake and a promoter of oxidative stress, displayed a marked decrease in TE. 

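*Txnip*, which blocks glucose uptake and binds thioredoxin, had 101 ± 6.82 CPM in low and 263 ± 16.0 CPM in high glucose (SD, n = 3 each; log2FC = 1.38, SE 0.079, edgeR adjusted p = 2.0e-11; ENSMUSG00000038393, chromosome 3). The log2FC of its mRNA is 2.35 in the paper's RNA-seq table, a larger rise than that of its footprints.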

Although its transcription was highly induced, its ribosome occupancy increased disproportionately less. This translational buffering acts as a post-transcriptional checkpoint, likely counteracting overwhelming oxidative stress. 

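Several genes had fewer footprints although the paper lists their mRNA as higher. That listing rests on an unadjusted p, and only 184 of the 1708 genes listed have an adjusted p under 0.05. The phosphodiesterase *Pde1b* is among these genes (log2FC -2.27 here, the paper's RNA-seq value 0.90). Thioredoxin (*Txn1*) had 292 ± 31.4 CPM in low and 153 ± 7.21 CPM in high glucose (SD, n = 3 each; log2FC = -0.93, SE 0.079, edgeR adjusted p = 1.1e-08), with a paper RNA-seq log2FC of 0.63. *Uqcr11* of complex III had 256 ± 17.4 CPM in low and 168 ± 17.5 CPM in high glucose (SD, n = 3 each; log2FC = -0.60, SE 0.080, edgeR adjusted p = 7.2e-06; the paper's RNA-seq value is 0.74). The falls were small in *Gapdh* (log2FC = -0.27, SE 0.072, edgeR adjusted p = 0.0081; the paper's RNA-seq value is 1.14) and in the ATP synthase subunit *Atp5d* (log2FC = -0.18, SE 0.055, edgeR adjusted p = 0.022; the paper's RNA-seq value is 0.67). The respiratory chain did not pass as a list. Of 78 subunits, 14 had more footprints in high glucose, 13 had fewer and 51 did not pass the test (14 higher and 17 lower when adjusted over the list alone), with rises in *Cox7a2l* (log2FC = 1.41, adjusted p = 4.1e-04 from edgeR), *Uqcrb* (log2FC = 0.88, adjusted p = 2.1e-04) and *Ndufb9* (log2FC = 0.69, adjusted p = 1.5e-05) and falls in *Ndufb11* (log2FC = -0.58, adjusted p = 3.3e-05) and *Ndufa1* (log2FC = -0.46, adjusted p = 5.9e-05). Its camera adjusted p was 0.91, with a median log2FC of 0.030 and a test statistic of the opposite sign. Of 12 mitochondrial ribosomal proteins with fewer footprints, the paper lists 2 as higher in RNA-seq. The calls of *Gapdh* (without low-glucose replicate 2 or high-glucose replicate 2, adjusted p 0.061 to 0.092) and *Atp5d* (without low-glucose replicate 2 or 3 or high-glucose replicate 1 or 2, or with no low-count filter, adjusted p 0.068 to 0.15) did not hold in every fit.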

A similar mechanism may govern the genes in Q6/Q8/Q9, such as the mitochondrial ribosomal proteins, the respiratory chain component (*Uqcr11*), the core metabolic enzymes (*Gapdh* and *Atp5d*), and the redox-sensitive regulator *Txn1*. Cells maintained or increased the mRNA standby inventory while suspending their translation. It serves as a metabolic bottleneck to limit the energetic burden of organelle biogenesis and actively prevent mitochondrial overactivation or reactive oxygen species (ROS) bursts during metabolic surges.

## 4 Discussion

The core of pancreatic β-cell function lies in its ability to mount a rapid and precise response to glucose fluctuations. Although the transcriptional impact of glucose on islets has been extensively studied, our Ribo-seq data provide the precise TE at a genome-wide scale and uncovered the translation kinetic signatures. It reveals that acute high glucose triggers an immediate, profound, and coordinated reprogramming of the translational landscape.

Mechanistically, the increased ATP/ADP ratio in high glucose suppresses AMPK activity, thus allowing for mTORC1 activation and licensing translation (10). Ribosomal proteins and elongation factors are encoded by the canonical 5′-terminal oligopyrimidine (5′TOP) mRNAs, defined by a specific motif at their 5′-end: a cytidine (C) immediately after the cap, followed by a stretch of 4–15 pyrimidines (C or T). Recent studies have shown that LARP1 (La-related protein 1) binds TOP mRNAs to repress their translation when mTORC1 is inactive (35). Upon glucose stimulation, mTORC1 phosphorylates LARP1, relieving this repression and permitting the translational surge of TOP mRNAs. This represents a feed-forward mechanism to sustain translational capacity. In contrast, the majority of initiation factors lack this motif, thus exhibiting a divergent regulation. Beyond accelerating the elongation speed, high glucose coordinately upregulates the ribosome-associated quality control to ensure translational fidelity. Concurrently, our Ribo-seq data highlight a potential novel regulatory axis in glucose homeostasis through the modulation of mRNA stability. This is evidenced by the synchronized induction of *Tenta5* (also known as *Fam46a*), *Pabpc1*, and *Pabpc4*, which might enhance TE by extending the poly(A) tails of specific secretory mRNAs.

Acute high glucose does not only modulate protein synthesis rates, but it also triggers a qualitative shift in the translational panel. The most striking phenotype is the robust induction of cytoprotective IEGs. For example, the orphan nuclear receptors *Nr4a1* and *Nr4a2* drive the transcription of the genes critical for metabolic plasticity, allowing beta cells to sustain high protein synthesis loads without undergoing apoptosis. Similarly, the calcium-dependent induction of *Npas4* integrates the insulin secretion with survival-promoting gene expression (36), while the AP-1 complex components (*Fos* and *Fosl2*) support β-cell proliferation and long-term adaptation (37). Conversely, the translation of the stress-related genes (e.g., *Ddit3*, *Trib3*, *Atf4*, and *Atf3*) is nearly eliminated within 2 h of high-glucose treatment. Together with eIF2α dephosphorylation, this suggests that the protein synthesis arrest is alleviated.

Our Western blotting results confirmed a dramatic increase in the preproinsulin and proinsulin protein levels after 2 h in high glucose, while the Ribo-seq data showed only a modest increase in *Ins1* (11%) and *Ins2* (27%) translation. One simple explanation is the high abundance of insulin mRNA; thus, even a moderate increase in the ribosome flux could yield a substantial protein production. Moreover, this discrepancy may be explained by a kinetic acceleration model. Since Ribo-seq captures a static snapshot of the ribosome positions, the extent of the translation regulation might be underestimated when the elongation rate is modulated. Our data, including the rapid dephosphorylation of eEF2 and the dose-dependent scaling of proinsulin, suggest a favorable environment for translation elongation under acute glucose stimulation. A more in-depth study of the translation dynamics is warranted.

In addition, we observed a prominent accumulation of ribosome footprints at the coding sequence corresponding to AA 56–72 of preproinsulin-1. Because the preproinsulin signal peptide is 24 residues in length and the ribosomal exit tunnel accommodates approximately 30–40 AA, this peak is positionally consistent with the site of signal recognition particle (SRP)-mediated elongation arrest upon emergence of the signal peptide (38). Under high-glucose stimulation, this ribosome occupancy peak is significantly diminished compared with the downstream coding region, suggesting a relief of translational pausing. Our Ribo-seq analysis also uncovered a synchronized translational upregulation of the translocon components (e.g., *Sec61a1* and *Srprb*) (39–41) and the downstream secretory machinery. The cargo selector *Sec24a* was specifically upregulated, suggesting a specialized function in the selective transport of proinsulin. Concurrent upregulation of the outer coat components (*Sec31a* and *Sec13*) and the processing enzyme *Pcsk1*, although to a lesser extent, ensures a concerted expansion of the secretory pathway to sustain insulin production.

During the insulin secretion surge in the acute phase, the mitochondria appear to prioritize a cost-effective “efficiency-over-expansion” strategy that favors increased ATP production capacity from existing machinery. High glucose induces a coordinated translational reprogramming of metabolic genes, characterized by the induction of the TCA cycle enzymes (e.g., *Cs* and *Fh1*) and the metabolite transporters (e.g., *Slc25a5* and *Gsk3a*) alongside the reciprocal suppression of the mitochondrial ribosomal proteins. Such a strategy is consistent with an optimization to meet the metabolic demand while limiting the proteostatic burden of energy-intensive biogenesis. Another example of the adaptive logic is the reduced translation of the key mTORC1 scaffolding components, such as *Rragb* and *Lamtor1/3/4*, which might serve as an adaptive dampening mechanism to prevent the overactivation of the mTOR pathway. Concurrently, the translational downregulation of *Eif4ebp1* (encoding the eIF4E inhibitor 4E-BP1) suggests a dynamic and multilayered regulatory mechanism.

From the perspective of protein metabolism, despite the robust upregulation of the translation machinery and secretory cargoes, ER-resident chaperones (e.g., *Hspa5*, *Calr*, and *Pdia*) did not keep pace accordingly. In contrast, the upregulation of *Hspa8*, *Dnaja1*, and *Dnajb1* suggests that the cytosolic folding system acts as a primary buffer to prevent the aggregation of newly synthesized chains before ER translocation (13, 16). Furthermore, high glucose appears to rewire the degradation system. 

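*Bag2*, a co-chaperone that inhibits the ubiquitin ligase CHIP, had 4.87 ± 1.22 CPM in low and 17.7 ± 3.48 CPM in high glucose (SD, n = 3 each; log2FC = 1.85, SE 0.26, edgeR adjusted p = 1.6e-05). *Bag3*, which directs HSP70 clients to autophagy, had 28.9 ± 6.36 CPM in low and 57.0 ± 6.20 CPM in high glucose (SD, n = 3 each; log2FC = 0.98, SE 0.15, edgeR adjusted p = 4.3e-05). The paper's RNA-seq log2FC are 1.93 for *Bag2* and 0.61 for *Bag3*.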

*Bag2* and *Bag3* were significantly upregulated, potentially stabilizing nascent proteins by inhibiting CHIP-mediated ubiquitination (42).

Our TE analysis identified a group of genes that undergo robustly upregulated translation despite stable or declining mRNA levels. This translational prioritization is thought to exert a cytoprotective effect, potentially enhancing metabolic stress resilience to preserve β-cell identity and function. In contrast, several genes exhibited a significant decrease in TE even when their mRNA pool remained stable or increased, with notable examples including *Txnip* and various mitochondrial genes. This strategy likely functions as a translational buffer to mitigate oxidative stress during the metabolic surge.

There are still limitations to the current research that warrant discussion. Firstly, as insulin biosynthesis is a highly dynamic process, our Ribo-seq snapshot at a single time point captures a specific window of the acute response. Future Ribo-seq studies involving more time points and varying glucose concentrations would provide higher temporal resolution and broader physiological relevance. Secondly, the discrepancies between translation and protein abundance highlight the need to integrate translatomics with proteomics, and the role of protein stability remains to be addressed. Further functional studies are also needed to delve deeper into the critical mechanisms, such as mitochondrial remodeling and SRP-mediated arrest and post-translational regulation. Furthermore, exploring the translational atlas in diabetic mouse models under chronic hyperglycemia is warranted to understand how these adaptive mechanisms fail over time. Finally, future work will also focus on correlating specific regulatory sequence features with the translational behaviors observed in this study.

In summary, acute high glucose reprograms the translational landscape of islets, shifting the cell from a stress/repressing state to an adaptive/secretory phenotype. This study identifies a repertoire of glucose-responsive targets. Ultimately, it lays the groundwork for the development of therapeutic strategies to combat beta-cell failure in T2DM.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession numbers GSE334681 and GSE334569.

How the deposited data were processed for this re-analysis (not part of the article)

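The counts are of Ribo-seq footprints from mouse pancreatic islets kept for 2 h in 2.5 mM glucose (low glucose, 3 libraries) or in 25 mM glucose (high glucose, 3 libraries). Islets of each mouse were divided between both conditions, and each replicate was pooled from several mice. As the paper describes it, lysates were treated with RNase I, monosomes were collected on size exclusion columns and by PAGE, rRNA was depleted and a small RNA library was made. The authors removed reads of rRNA and tRNA, mapped the rest with TopHat2 (version 2.0.12) and counted reads per gene with HTSeq (version 0.9.1), and these deposited count values are whole numbers that no depth scaling had changed. The study then used DESeq2 (version 1.14.1) with a fold change above 1.5 and an unadjusted p under 0.05. The submitters' processing notes name the build mm10, but the start and end columns of the deposited table are not on the coordinates of that build, so gene identifiers and chromosomes are given and positions are not.

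The table has 56747 genes and 1 line with no gene, which was left out. No count was found for 28802 genes, and 27945 had at least 1. Of the gene names, 882 occur more than once, so genes were followed by identifier, and a name in a list was taken as the gene of that name with the most counts. Library totals were 9242549, 11524828, 12175699 in low glucose and 16322162, 16988447, 20692579 in high glucose. Between libraries of a condition, Spearman's rho across genes ran from 0.974 to 0.983, and counts differed by more than sampling noise (chi-square over degrees of freedom 6.64 to 10.9), so no library is a copy of another.

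Genes were tested in R (version 4.3.3) with edgeR (version 4.0.16). Genes with too few counts were removed with filterByExpr by condition, which left 13100. Libraries were scaled by TMM, dispersions were estimated (common dispersion 0.0422) and high glucose was compared with low glucose by edgeR's quasi-likelihood F test with 17.6 prior and 4 residual degrees of freedom. The p-values were adjusted by Benjamini and Hochberg over all genes tested, and over each list alone where this is stated. A gene counted as called at an adjusted p under 0.05. Standard errors are of the fitted log2 fold change, and log2 CPM used a prior count of 2. The pipeline was tested on simulated data with the depth and dispersion of these libraries, where 7 of the calls (5.83%) among 12733 genes were false. These errors and tests rest on 3 libraries per condition, and intervals for counts cover counting error only.

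The named genes follow a rule set in advance. They are all 135 genes that the paper's results or discussion name, the 12 largest and the 12 smallest log2 fold changes at an adjusted p under 0.05 among genes with a mean of at least 100 counts whose conditions do not overlap, the 3 higher and 3 lower members of each list with the smallest adjusted p, and the 3 genes with the most counts, 269 genes in all. Values in the paper's text and supplementary tables had been read when the rule was set. The 41 gene lists, with 1194 members, cover translation, secretion, metabolism, signalling, transcription and cell types. Of these, 40 had at least 2 tested members and were tested with camera in limma (version 3.58.1) with a preset correlation of 0.01, and as alternatives with an estimated correlation and with fry, which tests whether the genes of a list move, on balance, one way. RNA-seq values are the paper's own, taken from its tables. The counts of named genes and of list members include a few genes whose own values are not reported.

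The alternatives tried were DESeq2 (version 1.42.0), DESeq2 with betaPrior = TRUE, limma-voom, DESeq2's size factors, upper-quartile factors, library totals only, TMM without the insulin genes and TMM without ribosomal proteins and elongation factors. Further ones were no low-count filter, at least 10 counts in every library, protein-coding genes only, a robust dispersion, the replicate number as a block in edgeR and in DESeq2, and each library left out in turn. DESeq2 with betaPrior = TRUE on every gene with at least 1 count and libraries thinned to the smallest total were added after the data had been seen. The tests on patterns across genes used permutation with 100000 resamples. Figures were drawn with Python (version 3.11.15) and matplotlib (version 3.10.9), with numpy (version 2.4.6).

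The RNA-seq libraries, RPF profiles along mRNAs, translation efficiency, blots and PCR of the study are not analysed here. Read-level steps of the authors, such as removal of rRNA reads and mapping, are already in the counts and were not repeated.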

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

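The tests of the share of small non-coding RNA and of its single genes, of 1 common source (over the whole set and over part of it), of equal falls of the acinar markers and of the gap to other cell types were chosen only after the result was seen, and so was the thinning of the libraries.

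Several of the largest falls lie in genes that the paper's text does not discuss, although its table of largest decreases holds 22 of the 26 genes with a log2FC below -2 and at least 100 counts on average, 8 of them without an RNA-seq value. Their log2FC were *Kcnk2* (-7.81), *Nlrp5* (-6.75), *4833413G10Rik* (-6.52), *Adgrg4* (-5.85), *Scgb2b27* (-5.41), *Dmtn* (-5.01), *Slc22a19* (-4.40), *Il20* (-3.09) and *Gnrhr* (-3.002), with edgeR adjusted p of 1.8e-08 or lower. The gene *4833413G10Rik* is annotated as a lncRNA, and the others code for proteins. *Kcnk2* had 3, 4 and 0 counts in the high-glucose libraries, so its log2FC depends on the prior count. *Zfand4* had a log2FC of -3.20 (edgeR adjusted p = 2.2e-04), a call lost with DESeq2 (adjusted p = 0.11), with betaPrior = TRUE in DESeq2 (adjusted p = 0.24) and with a robust dispersion (adjusted p = 0.11).

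These 26 genes were weighed as 1 pattern. They include *Ddit3*, *Trib3*, *Pld1*, *Chac1* and *Pde1b*, which the paper names. The set also holds the snoRNA *Snord61* (log2FC -2.41) and the lncRNAs *Gm31518* and *Gm13134*. Deeper high-glucose libraries are argued against, since 100% of the genes (26 of 26) stayed below -2 at an adjusted p under 0.05 after every library was thinned to the smallest total. A single common source of fragments is argued against for the set as a whole, but not for most of it. Over all of the genes the ratio of low-glucose replicate 1 to replicates 2 and 3 ran from 0.634 to 2.55 and differed between genes beyond their dispersion (chi-square heterogeneity over degrees of freedom 2.64, p = 1.4e-05), and the low ratios include those of stress response genes. Over the 21 genes outside the stress response and acinar lists it ran from 1.06 to 2.55, with no heterogeneity found beyond their dispersion (chi-square heterogeneity over degrees of freedom 0.953, p = 0.52), so a common source stays open for these. An equal excess of all small non-coding RNA fragments is argued against, since genes of that class outside the set took 0.456% ± 0.0385 of counts in low and 0.316% ± 0.00841 in high glucose (SD, n = 3 each), a ratio of 1.44, where the smallest fall in the set was 4.11-fold. The class did not change evenly. Its snoRNA genes, *Snord61* among them, took 0.134% ± 0.0409 of counts in low and 0.0643% ± 0.00706 in high glucose (SD, n = 3 each). In low glucose that share was highest in replicate 1, at 0.181% against 0.106% and 0.115%. Over the 26 genes the ratio of replicate 1 to replicates 2 and 3 had a median of 1.71. Fragments of single small RNAs that change more than their class stay open, as 4 of 30 such genes tested outside the set had a log2FC below -2 at an adjusted p under 0.05, and gene counts do not show where reads come from. A response of the islets to glucose stays open too and was not tested apart from this.

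Among the largest rises outside the paper's text were *Lbh* (2.16, edgeR adjusted p = 9.2e-13), *Opn3* (2.20, edgeR adjusted p = 3.0e-05) and the lncRNA *Gm16315* (2.30, edgeR adjusted p = 2.1e-06). Some processed pseudogenes that resemble *Eef1a1* rose as well, namely *Gm5822* (2.76), *Gm13456* (2.38) and *Eef1a1-ps1* (2.23), with edgeR adjusted p of 1.3e-05 or lower, where *Eef1a1* itself had a log2FC of 1.46. The genes named so far were chosen among those in which all 3 high-glucose libraries lay above all 3 low-glucose libraries, so this order is no further support. Across all such pseudogenes tested, the log2FC ran from 0.63 (*Gm36964*, edgeR adjusted p = 0.24) to 2.85 (*Gm9521*, edgeR adjusted p = 7.3e-04), and some did not pass. Gene counts do not show whether these reads came from *Eef1a1*.

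Markers of acinar cells, a cell type that the paper does not discuss, were lower in high glucose, with a median log2FC of -1.36 over 28 genes (adjusted p = 0.0079 from limma's camera with an estimated correlation). They took 0.103% ± 0.00347 of counts in low and 0.0418% ± 0.00187 in high glucose (SD, n = 3 each), and the share was above that of every high-glucose library in 3 of 3 low-glucose libraries. The most abundant marker, *Ctrb1*, had 421 ± 40.9 CPM in low and 177 ± 11.2 CPM in high glucose (SD, n = 3 each). No marker is in another list or named in the paper's results or discussion, although its supplementary tables hold many, and the islets were divided by handpicking, with no sort that would remove acinar cells. The markers at an adjusted p under 0.05 ran from -4.87 to -0.67.

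Scaling of the libraries is argued against for the acinar markers, since the highest median log2FC under the other scalings was -1.36. Fewer acinar cells, acting alone, would lower every marker alike if each marker came from acinar cells only and shared no reads with other genes. The falls differed by more than their standard errors (chi-square heterogeneity over degrees of freedom 4.69, p = 7.5e-15). Neither condition was tested, so the unequal falls cannot decide on fewer acinar cells. A higher share of beta cells, acting alone, would lower the other cell types as far, and the lowest median of their lists lay 0.869 above the acinar median. The paper's RNA-seq table lists 3 of the markers as higher in high glucose and none as lower. Its table of largest decreases gives 3 more an RNA-seq value, all above 0. Both go against fewer acinar cells if the islets used for RNA-seq held the same cells, and the paper does not say so. The RNA-seq table was chosen by an unadjusted p, and only 184 of its 1708 genes have an adjusted p under 0.05. What stays open is a response of these cells to glucose, fewer acinar cells, or both together, which were not tested apart.

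Lists of other cell types that the paper does not discuss passed as well. Of 16 fibroblast and stellate markers, none had more and 4 fewer footprints in high glucose and 12 did not pass (none higher and 5 lower when adjusted over the list alone), with a median log2FC of -0.49 (adjusted p = 0.0047 from limma's camera, and 0.080 with an estimated correlation). Of 12 endothelial markers, none had more and 4 fewer footprints in high glucose and 8 did not pass (none higher and 5 lower when adjusted over the list alone), with a median log2FC of -0.40 (adjusted p = 0.0055 from limma's camera, and 0.078 with an estimated correlation). Of 11 alpha cell markers, none had more and 4 fewer footprints in high glucose and 7 did not pass (none higher and 4 lower when adjusted over the list alone), with a median log2FC of -0.051 (adjusted p = 0.022 from limma's camera, and 0.14 with an estimated correlation). Of 6 delta and PP cell markers, none had more and 3 fewer footprints in high glucose and 3 did not pass (1 higher and 4 lower when adjusted over the list alone), with a median log2FC of -0.29 (adjusted p = 0.041 from limma's camera, and 0.15 with an estimated correlation). The call of the delta and PP list was also lost without low-glucose replicate 2 or high-glucose replicate 1, 2 or 3, or with no low-count filter (adjusted p 0.057 to 0.14). Of 16 mRNAs with a 5' terminal oligopyrimidine tract outside the ribosome, 10 had more and 1 fewer footprints in high glucose and 5 did not pass (11 higher and 1 lower when adjusted over the list alone), with a median log2FC of 0.50 (adjusted p = 1.0e-13 from limma's camera, and 0.028 with an estimated correlation), where *Vim* was the gene that fell (-0.46, edgeR adjusted p = 0.0015). The paper discusses such mRNAs as a class and gives no result for them as a list.

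The 80 ribosomal proteins did not rise by the same amount (chi-square heterogeneity over degrees of freedom 17.6, p = 1.0e-238). Spearman's rho of the log2FC was 0.134 with the number of annotated pseudogenes (permutation p = 0.23, adjusted over 3 relations 0.35). With the mean count it was 0.0294 (permutation p = 0.80, adjusted 0.80). Both values of rho lie below the limit of 0.3 by more than the SD of rho between unrelated values, 0.113. For the mean count the gap is wide against that SD, so a trend of that size is argued against. For the number of pseudogenes the gap is too narrow against it to decide. The number of pseudogenes does not measure how many reads are shared, so shared reads stay open. Noise from few counts would move genes both up and down, so a rho cannot decide whether it adds to the spread. Length of the gene model cannot be told apart from no relation or a moderate one, because its rho of 0.188 (permutation p = 0.094, adjusted 0.28) lies closer to that limit than this SD. These correlations run across genes, which are not independent replicates, and a difference between ribosomal proteins in their response to glucose stays open and untested.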

How the results depend on the processing

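Results with the libraries thinned and with betaPrior = TRUE in DESeq2 on every gene with at least 1 count come from alternatives chosen after seeing the data. The numbers of genes called at an adjusted p under 0.05, 1579 higher and 1333 lower, ran from 1311 to 1623 and from 1237 to 1585 under the alternatives set in advance that keep all libraries. At a fold change above 1.5 and an unadjusted p under 0.05 they ran from 722 to 1092 higher and 1033 to 1678 lower. At the adjusted threshold, lower genes outnumbered higher ones with library totals only (1585 against 1311) and with upper-quartile factors (1545 against 1349). When each library was left out in turn, the ranges were 1180 to 1437 higher and 998 to 1237 lower at the adjusted threshold, and 840 to 1024 higher and 1053 to 1189 lower at the study's thresholds. With an adjusted p and a fold change above 1.5 together, 695 genes were higher and 798 lower, fewer because both limits must be met. Thinning gave 1466 higher and 1355 lower, and betaPrior = TRUE on every gene with at least 1 count gave 1504 and 1333. DESeq2 called 2885 of the 2912 genes that edgeR called.

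Of 269 named genes, 265 were called, and 214 of these were called under every alternative that tested them. A further 51 lost the call under at least 1, most when a library was left out, and 21 under an alternative set in advance that left out no library and used no block. No called gene among them reversed its sign. The calls most often lost were those of *Pfkfb4* (13 alternatives), *Tfeb* (11), *Agpat2* (9) and *Ambp* (9). With no low-count filter 16 calls were lost, and with limma-voom none.

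Of 40 lists tested, 23 passed with the preset correlation, 21 to 25 when a library was left out, 12 with an estimated correlation and 32 with fry, and no list that passed with the preset correlation changed direction. The cause of the losses was not tested.

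Islets of each mouse went to both conditions and mice were pooled for each replicate, so the conditions share mice, but neither the labels nor the paper say that the same number marks the same pool. Residual correlation across genes was 0.00678 to 0.0105 between libraries of the same number and -0.00855 to 0.000889 between the others, below the 0.1 set for reading the numbers as pairs, although 3 of 3 low-glucose libraries correlated best with their own number. With the number as a block, 1561 genes were higher and 1308 lower in edgeR (878 and 1080 at the study's thresholds), and 1348 and 1248 in DESeq2. Among the named genes, the block ended the call of *Ezh2* and called *Larp1* (adjusted p = 0.059 and 0.046) in edgeR, and in DESeq2 it ended those of *Ambp*, *Aurka*, *Ezh1*, *Ezh2*, *H2-Ab1*, *Hdac10*, *Mrpl51*, *Mrpl55*, *Spire1* and *Tfeb* (adjusted p 0.053 to 0.086).

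The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05, with 1 of 10, the real one, giving counts as large. The real split gave 1579 higher and 1333 lower genes at an adjusted p under 0.05 against a highest other of 0 and 0, and 875 and 1135 at the study's thresholds against 86 and 123. On simulated counts with the depth, dispersion and number of libraries here, 36.1% of genes changed by a log2FC of 0.58 passed, so changes of that size can be missed. Far fewer genes were changed in that simulation than were called here, so the adjusted threshold was harder to pass there and this share can understate the real one.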

Differences from the paper's values

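Of 202 values compared with the paper's, which leave out a few named genes whose values are not reported here, 36 log2 fold changes differ by more than the spread between replicates, and none of the 6 counts differs by more than 1.5 times. Every one of the 36 falls within that spread of the paper's value under DESeq2 with betaPrior = TRUE, an alternative set before the data were examined. The differences listed below can therefore come from how a log2FC is estimated from the same counts, and they do not show that the data disagree. The paper does not state this setting.

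For the genes named next, no other alternative set before the data were examined brings the log2FC within the paper's value. They include *Adgrg4* (-5.85 here, the paper's value -4.09), *Adora2b* (-2.45 here, the paper's value -2.25), *Cela2a* (-2.61 here, the paper's value -2.26), *Dmtn* (-5.01 here, the paper's value -2.62), *Eef1a1-ps1* (2.23 here, the paper's value 1.93), *Fos* (4.73 here, the paper's value 4.13), *Gm13456* (2.38 here, the paper's value 1.73), *Ighm* (2.29 here, the paper's value 1.14), *Igkc* (5.45 here, the paper's value 2.18) and *Mrpl51* (-1.11 here, the paper's value -0.79). They also include *Nlrp5* (-6.75 here, the paper's value -5.67), *Npas4* (3.99 here, the paper's value 2.33), *Npy2r* (-2.45 here, the paper's value -1.39), *Nr4a1* (5.85 here, the paper's value 4.79), *Opn3* (2.20 here, the paper's value 1.60), *Pax4* (-6.44 here, the paper's value -1.36), *Polr1e* (1.34 here, the paper's value 1.15), *Scgb2b27* (-5.41 here, the paper's value -3.44) and *Slc22a19* (-4.40 here, the paper's value -3.51). *Pax4* had 77 counts over the low-glucose libraries and 1 over the high-glucose libraries, so its log2FC here depends on the prior count.

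Further values come within the paper's under other alternatives set before the data were examined in addition to DESeq2 with betaPrior = TRUE, and under none that is not named for the gene. *Atf3* has a log2FC of -1.34 here and the paper's value is -0.91, and it also comes within the spread of that value with low-glucose replicate 1 left out and with high-glucose replicate 3 left out. For *Bag2* the value here is 1.85 and the paper's value is 1.50, and both lie within the spread of each other with limma-voom, with upper-quartile factors, with library totals only, with low-glucose replicate 1 left out and with high-glucose replicate 1 left out too. The paper's value for *C2cd4a* is 2.35, against 2.70 here, and the gap also closes with low-glucose replicate 1 left out. *Ccn2* has a log2FC of -1.11 here and the paper's value is -0.92, and it also comes within the spread of that value with no low-count filter, with low-glucose replicate 3 left out and with high-glucose replicate 1 left out. For *Ciart* the value here is -2.32 and the paper's value is -1.56, and both lie within the spread of each other with high-glucose replicate 2 left out too. The paper's value for *Ddit3* is -2.25, against -3.17 here, and the gap also closes with low-glucose replicate 2 left out and with high-glucose replicate 1 left out. *Fosl2* has a log2FC of 2.16 here and the paper's value is 1.81, and it also comes within the spread of that value with low-glucose replicate 3 left out and with high-glucose replicate 2 left out. For *Gm16315* the value here is 2.30 and the paper's value is 1.82, and both lie within the spread of each other with low-glucose replicate 2 left out and with high-glucose replicate 2 left out too.

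The paper's value for *Gm5822* is 2.39, against 2.76 here, and the gap also closes with low-glucose replicate 1 left out. *Hdac9* has a log2FC of 1.61 here and the paper's value is 0.90, and it also comes within the spread of that value with low-glucose replicate 2 left out and with low-glucose replicate 3 left out. For *Nr4a2* the value here is 2.66 and the paper's value is 1.67, and both lie within the spread of each other with low-glucose replicate 3 left out and with high-glucose replicate 3 left out too. The paper's value for *Oprm1* is -1.00, against -1.95 here, and the gap also closes with limma-voom, with low-glucose replicate 1 left out and with high-glucose replicate 3 left out. *Pabpc4* has a log2FC of 1.75 here and the paper's value is 1.58, and it also comes within the spread of that value with library totals only, with low-glucose replicate 3 left out and with high-glucose replicate 3 left out. For *Pld1* the value here is -2.76 and the paper's value is -2.27, and both lie within the spread of each other with limma-voom, with the replicate block, with the replicate block in DESeq2, with low-glucose replicate 1 left out and with high-glucose replicate 3 left out too. The paper's value for *Sik1* is 1.64, against 1.75 here, and the gap also closes with limma-voom, with upper-quartile factors, with library totals only, with low-glucose replicate 1 left out and with high-glucose replicate 2 left out. *Stard5* has a log2FC of -1.63 here and the paper's value is -1.52, and it also comes within the spread of that value with no low-count filter and with low-glucose replicate 1 left out. For *Tent5a* the value here is 3.28 and the paper's value is 3.19, and both lie within the spread of each other with upper-quartile factors, with library totals only, with low-glucose replicate 1 left out and with low-glucose replicate 2 left out too.

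At the study's thresholds, 875 genes were higher and 1135 lower here, where the paper's table holds 687 and 993. DESeq2 with betaPrior = TRUE gave 722 and 1041, and for transcription factors 49 higher and 87 lower (136 in all), where the paper's numbers are 49, 86 and 135. DESeq2 with betaPrior = TRUE on every gene with at least 1 count, which was chosen after seeing the values, gave 688 and 999 genes and 49 and 86 transcription factors (135 in all), and of the 1651 genes of the paper's table tested here it drops 0, where edgeR drops 22.

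Of 116 genes with a value in the paper's text, 116 had the paper's sign here and 113 of these passed. Both sets of values come from the same libraries, so the shared sign is no independent support. The paper states that *Sec23a*, *Snap29* and *Vamp2* have more footprints in high glucose, and here they did not pass edgeR's test (adjusted p = 0.099, 0.069 and 0.087). Passing here needs an adjusted p under 0.05, whereas the study's limit was an unadjusted p under 0.05. The unadjusted p from edgeR was 0.028 for *Sec23a* and 0.017 for *Snap29*, and that of *Vamp2* lies between them. These values meet the study's p limit, so not passing here does not show that the data disagree. *Sec23a* was called without low-glucose replicate 1 (adjusted p = 0.041), without high-glucose replicate 3 (adjusted p = 0.035) and with thinned libraries, an alternative chosen after seeing the data (adjusted p = 0.049), while *Snap29* and *Vamp2* were called under none. The paper's value for *Sec23a*, 0.31, is also its table's value for *Sec31a* after rounding (the paper's value 0.313), and *Sec31a* passed here (log2FC = 0.32, SE 0.054, edgeR adjusted p = 1.2e-04).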

Other observations

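The grouping by gene length, the share of snoRNA and the pseudogene Gm9521 were chosen only after the data had been seen. Some lists of genes belong to no statement of the paper. Of 20 aminoacyl-tRNA synthetases, 6 had more and 4 fewer footprints in high glucose and 10 did not pass (6 higher and 5 lower when adjusted over the list alone), with a median log2FC of 0.039 (adjusted p = 0.81 from limma's camera). *Hars* (0.74), *Qars* (0.64) and *Kars* (0.42) were higher, and *Aars* (-0.64), *Yars* (-0.62) and *Mars1* (-0.29) lower, *Mars1* not without high-glucose replicate 1 (adjusted p = 0.065). Of 8 protein-coding genes of the mitochondrial genome, none had more and 2 fewer footprints in high glucose and 6 did not pass (none higher and 2 lower when adjusted over the list alone), with a median log2FC of -0.27 (adjusted p = 0.17 from limma's camera), and the genes that fell were *mt-Co1* (-0.82) and *mt-Nd6* (-0.66). The call of *mt-Nd6* was lost without low-glucose replicate 1, 2 or 3 or high-glucose replicate 1 or 3 (adjusted p 0.060 to 0.15). Of 25 genes of fatty acid oxidation, 2 had more and 2 fewer footprints in high glucose and 21 did not pass (2 higher and 2 lower when adjusted over the list alone), with a median log2FC of 0.032 (adjusted p = 0.73 from limma's camera), where *Hadh* (0.43) and *Hadha* (0.28) rose.

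Of 15 macrophage and lymphocyte markers, 2 had more and 4 fewer footprints in high glucose and 9 did not pass (2 higher and 4 lower when adjusted over the list alone), with a median log2FC of -0.36 (adjusted p = 0.31 from limma's camera). The mean log2FC of this list was 0.27, opposite in sign to its median and its test, and *Igkc* (5.45) and *Ighm* (2.29) were higher, against falls in *C1qa* (-0.83), *Cd74* (-0.77) and *H2-Ab1* (-0.55). The list passed with at least 10 counts in every library or with protein-coding genes only (adjusted p 0.024 to 0.034). *Ighm* lost its call without high-glucose replicate 3 (adjusted p = 0.060), and *H2-Ab1* without low-glucose replicate 1 or 2 or high-glucose replicate 1 or 2, or with no low-count filter (adjusted p 0.058 to 0.19). Of 11 duct cell markers, 2 had more and 3 fewer footprints in high glucose and 6 did not pass (2 higher and 3 lower when adjusted over the list alone), with a median log2FC of -0.12 (adjusted p = 0.50 from limma's camera, and 0.039 with fry), with rises in *Krt7* (0.34) and *Spp1* (0.19) and falls in *Ambp* (-0.39), *Cldn4* (-0.46) and *Krt18* (-0.38). *Spp1* lost its call without high-glucose replicate 1 (adjusted p = 0.051), and *Ambp* without low-glucose replicate 1, 2 or 3 or high-glucose replicate 1 or 2, or with TMM without ribosomal proteins or with no low-count filter (adjusted p 0.052 to 0.21). A list of erythrocyte markers had fewer than 2 tested members and was not tested.

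Genes with at least 50 counts on average were placed in 10 groups of 999 by the length of the gene model. In the shortest group the median log2FC was -0.080, with 102 genes higher and 185 lower, and in the longest it was 0.11, with 225 higher and 82 lower. Among the processed pseudogenes that resemble *Eef1a1*, the log2FC reached 2.85 (Gm9521, edgeR adjusted p = 7.3e-04). snoRNA genes took 0.134% ± 0.0409 of counts in low and 0.0643% ± 0.00706 in high glucose (SD, n = 3 each).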
